# Whole thorax irradiation of non-human primates induces persistent nuclear damage and gene expression changes in peripheral blood cells

**DOI:** 10.1371/journal.pone.0191402

**Published:** 2018-01-19

**Authors:** Shanaz A. Ghandhi, Helen C. Turner, Igor Shuryak, Gregory O. Dugan, J. Daniel Bourland, John D. Olson, Janet A. Tooze, Shad R. Morton, Ines Batinic-Haberle, J. Mark Cline, Sally A. Amundson

## Abstract

We investigated the cytogenetic and gene expression responses of peripheral blood cells of non-human primates (NHP, *Macaca mulatta*) that were whole-thorax irradiated with a single dose of 10 Gy. In this model, partial irradiation of NHPs in the thoracic region (Whole Thorax Lung Irradiation, WTLI) allows the study of late radiation-induced lung injury, while avoiding acute radiation syndromes related to hematopoietic and gastrointestinal injury. A transient drop in circulating lymphocytes and platelets was seen by 9 days, followed by elevations in respiratory rate, circulating neutrophils, lymphocytes, and monocytes at 60–100 days, corresponding to computed tomography (CT) and histologic evidence of pneumonitis, and elective euthanasia of four animals. To evaluate long-term DNA damage in NHP peripheral blood lymphocytes after 10 Gy WTLI, we used the cytokinesis-block micronucleus (CBMN) assay to measure chromosomal aberrations as post-mitotic micronuclei in blood samples collected up to 8 months after irradiation. Regression analysis showed significant induction of micronuclei in NHP blood cells that persisted with a gradual decline over the 8-month study period, suggesting long-term DNA damage in blood lymphocytes after WTLI.

We also report transcriptomic changes in blood up to 30 days after WTLI. We isolated total RNA from peripheral blood at 3 days before and then at 2, 5 and 30 days after irradiation. We identified 1187 transcripts that were significantly changed across the 30-day time course. From changes in gene expression, we identified biological processes related to immune responses, which persisted across the 30-day study. Response to oxygen-containing compounds and bacteria were implicated by gene-expression changes at the earliest day 2 and latest, day 30 time-points. Gene expression changes suggest a persistent altered state of the immune system, specifically response to infection, for at least a month after WTLI.

## Introduction

The Non-Human Primate (NHP) is the most appropriate model for the study of radiation response and injury, as well as for assessing the effect of mitigators of acute radiation syndrome (ARS) and lung Delayed Effects of Acute Radiation Exposure (DEARE) [1]. The NHP model has advantages over small animal models, as it more closely resembles human physiology, size and longevity; and studies of health effects of radiation exposure in NHPs address the need for transferability of large-animal study results to humans [2]. NHPs mimic humans in many ways including similarities in genome, neuroanatomy, neurophysiology, immunogenetics, and age-related changes in immune function [3, 4]. NHPs also share similar hematopoietic stem cell dynamics, engraftment properties, and cytokine requirements with humans [5, 6]. Studies of the genome of *Macaca mulatta* have revealed 93% sequence similarity between *M*. *mulatta* and *H*. *sapiens*. Positive selection of genes in the human genome appear to be enriched in biological functions related to immune response and signal transduction [7], making *M*. *mulatta* a relevant NHP model for molecular studies and cytogenetic analyses [8].

Total body irradiation (TBI) studies in mice and NHPs have provided critical information related to the changes associated with ARS, specifically tissue damage and organ failure in addition to diagnostic endpoints such as blood cell counts and respiratory rates. In a highly comprehensive and systematic review, MacVittie *et al* [9] provide a detailed comparison of fifteen independent studies of TBI of NHPs with and without medical management including mitigation of hematopoietic effects. These studies have begun to establish dose-response relationships for induction of Hematopoietic ARS (H-ARS, 7.2–8.9 Gy) [10] and Gastro-Intestinal ARS (GI-ARS, 10–14 Gy) [11] in NHP by total body irradiation. In another study, NHP were exposed to TBI doses between 6.25 and 8.75 Gy to investigate H-ARS within the first 60 days following TBI; neutropenia, lymphopenia and loss of platelets were observed to occur within 2 weeks after irradiation [12].

With the use of *in vivo* TBI studies in NHP and mouse models, a number of candidate countermeasures have been developed to mitigate both hematopoietic and GI injury in acute radiation syndrome (summarized in [13]). With the help of such mitigators, especially in a more realistic nuclear or radiological event scenario where partial shielding may occur and dose is non-uniform, there is an increased probability of surviving H-ARS and GI-ARS. This in turn increases the probability of late development of multi-organ failure radiation sub-syndromes such as cutaneous and lung injury [13, 14].

The lung is a particularly radiosensitive organ in humans. From radiation studies in patients with metastatic cancer receiving upper partial-body irradiation, development of lung injury in the form of pneumonitis occurred after an 8 Gy dose of radiation [14, 15]. The Medical Countermeasures against Radiological Threats (MCART) Consortium therefore established an animal model platform in compliance with the FDA Animal Rule for testing medical countermeasures for the treatment of ARS and prolonged effects of radiation including lung DEARE [1, 16]. Both mouse and NHP models were established that comprise a more realistic model of radiation response and its sequelae compared to Total Body Irradiation (TBI), and these are called Partial Body Irradiated with Bone Marrow sparing (PBI/BM) models. A study in the PBI/BM5 (Partial Body Irradiation with 5% bone marrow sparing) NHP model performed by MacVittie *et al*. [17] has extensively characterized the radiation-induced lung and gastro-intestinal damage in addition to changes in blood sub-populations. All doses of PBI/BM5 caused neutropenia and thrombocytopenia with full recovery by 30 days and 60 days post irradiation, respectively.

To address radiation-induced lung injury and mitigation, the Whole Thorax Lung Irradiation (WTLI) model was established, in which a dose of radiation is targeted at the mid-point of the thorax, irradiating both lung and heart [14, 18]. Our study focused on WTLI of NHP and long-term changes in peripheral blood at the cytogenetic and transcriptomic levels; and was part of a larger study of a novel mitigator of lung injury. The mitigator study investigates the role of a manganese porphyrin based mimic of superoxide dismutase, Mn (II) *meso*-tetrakis (*N*-n-hexylpyridinium-2-yl) porphyrin, MnTnHex-2-PyP^5+^ [19]. Its analog, MnTnBuOE-2-PyP^5+^ (BMX-001) is in two clinical trials on the radioprotection of normal tissue in glioma and head & neck cancer patients (NCT02655601 and NCT02990468). In our arm of the study, NHPs were exposed to a high-dose partial body exposure of 10 Gy x-rays, which is an LD_70/180_ (a lethal dose to 70% of the population in 180 days) in the NHP-WTLI model [14, 18]. All animals developed pneumonitis after WTLI irradiation at this dose.

The cytokinesis-blocked micronucleus assay (CBMN) is one of the most commonly used and best-validated methods for measuring chromosome damage in peripheral blood lymphocytes [20, 21] and also one of the few available techniques with the required characteristics of sensitivity, specificity, transportability, and reproducibility to be an effective biological dosimeter of ionizing radiation exposure [22]. The measurement of DNA damage in cultured human and/or mammalian cells is specifically restricted to once-divided binucleate (BN) cells, which are the cells that express MNi [21]. Micronuclei (MNi) result from acentric chromosome fragments or whole chromosomes lagging behind during anaphase. Radiation-induced micronuclei in peripheral blood lymphocytes (PBLs) strongly correlate with dose and radiation quality. With a half-life of about a year, micronucleus formation is a proven long-term biomarker for the evaluation of *in vivo* radiation exposure of occupationally, medically and accidentally exposed individuals [23].

Gene expression studies following radiation in human blood [24–26], mice [27–29] and NHPs [30–32]; are a well-established approach for understanding the mechanism and regulation of the radiation response. In addition, transcriptomic studies have been useful in identifying candidate targets for radiation biodosimetry, using biofluids such as blood and serum across species [24, 33, 34] and using different modes and types of radiation. We were interested in the long-term cytogenetic and gene expression response of blood cells to radiation in a large animal model after partial body irradiation. Therefore, we investigated changes in micronucleus frequency and transcriptomic changes after 10 Gy to the NHP whole thorax. Measurement of MNi yields in the blood lymphocytes after initial radiation exposure showed a significant induction of MNi that persisted with a gradual decline over the 8-month study period. Gene expression changes at 2, 5 and 30 days post-radiation showed that although individual genes responded differently over the 30-day time course, biological processes and function enrichment analysis suggested a persistent alteration of the immune system, specifically in processes related to fighting infection. This is the first study to report the cytogenetic damage and transcriptomic changes in blood cells following partial body irradiation in NHP using the Whole Thorax Lung Irradiation (WTLI) model, and the results will be helpful to understand the effect of radiation on the physiological changes in blood cells during the progression of lung DEARE.

## Materials and methods

### Animals and irradiation

Nine male Rhesus macaques (*Macaca mulatta*) of Chinese genetic origin, aged 3.75 to 9.25 years (mean age = 5.59 years) and ranging from 4.2 to 10.3 kg in weight (mean weight = 6.51 kg) were sourced from Primate Products (Immokalee, FL) for this study. All procedures in this study were performed at Wake Forest University, in accordance with the recommendations in the Animal Welfare Act and the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health [35]. The protocol was approved by the Association for Assessment and Accreditation of Laboratory Animal Care and approved by the Wake Forest University Institutional Animal Care and Use Committee (Animal Welfare Assurance Number A-3391-01). All efforts were made to minimize suffering. Animals were housed with visual and limited physical contact with other monkeys, and were fed a diet mimicking the North American Diet (5LOP, LabDiet, St. Louis, MO) with the addition of fruit and vegetables and a variety of environmental enrichments on a daily basis. These animals were part of a larger study on the mitigation of radiation-induced lung injury. We obtained samples at pre- and post-irradiation times for our study on radiation induced gene expression and cytogenetic changes in blood. Animals reaching pre-determined humane endpoints (respiratory rate > 100 breaths per min) were humanely euthanized by sedation (ketamine, 15 mg/kg) followed by anesthesia to a deep surgical plane by intravenous pentobarbital (to effect, typically > 30 mg/kg), followed by exsanguination. Complete necropsy examinations with histopathologic examinations were done for all animals.

A clinical linear accelerator, calibrated according to national standards for human radiation treatment, was used for all irradiations. A 6 MV x-ray, two-field, parallel-opposed, isocentric technique was used with anterior (AP) and posterior (PA) fields. Each oblong field (13.0 cm long (4.0 cm, 9.0 cm) x 12.0 cm wide) covered the lungs from the superior aspect to 4 cm inferior to the xyphoid and laterally with 2 cm of flash beyond the right and left skin surfaces. Average AP-PA diameters for 3 groups (sizes) of animals were used to calculate the amount of beam time in monitor units (MU), and a physical wedge was used in the AP field (heel superior; angle of 10 to 30 degrees, determined for each animal) as a missing tissue compensator for improved dose homogeneity at the mid-plane. Dose calculations were performed for homogenous (water-equivalent) tissue based on the AP-PA diameters, without tissue heterogeneity considerations. The fields were equally weighted to deliver 5 Gy each to the AP-PA midline for a total of 10 Gy, with a nominal dose rate typically used for human radiation treatment of 6 Gy/min (600 MU/min) at the isocenter.

Each NHP was anesthetized with ketamine (5–15 mg/kg, subcutaneously) and dexmedetomidine (0.0075–0.015 mg/kg, subcutaneously) and was breathing ambient air. The anesthetized animal was placed in the irradiation position on the flat linear accelerator table, arms up over the head, lightly restrained, with the central axis of the anterior field at the level of the xyphoid. The AP field was then imaged to confirm position (6 MV x-ray beam with electronic portal imaging device (EPID)) followed by the same imaging to confirm position for the opposed, PA field. The PA field was then irradiated (5 Gy) and the linear accelerator rotated back 180 degrees for irradiation of the AP field (5 Gy). The irradiation procedure, including animal positioning, portal imaging and irradiation took approximately 18 minutes per animal, with an irradiation time of approximately 3 minutes (PA: 1 min; AP: 2 min).

Respiratory rates were measured daily by cage-side observation of awake animals. Animals were assessed at least twice daily for evidence of respiratory distress. Whenever animals were sedated, continuous monitoring of heart and respiratory rates and SpO2 by pulse oximetry were done. Data were collected from non-sedated animals observed in their home enclosure. Animals were euthanized when the respiratory rate increased to more than 100 breaths per minute. Antibiotics and steroids were not administered as part of treatment for these animals. Animals received supportive care, subcutaneous fluids and non-inflammatories (ketoprofen 3–5 mg/kg buprenorphine 0.01 mg/kg IM) as needed based on pain scores and clinical pathology.

### Blood collection and counts

Peripheral blood samples (~ 1 mL) were collected in lithium-heparin vacutainer tubes (Becton-Dickson, Franklin Lakes, New Jersey) and PAXgene RNA stabilization tubes (PreAnalytix, Qiagen, catalog number 762165). For the micronucleus assay, blood was collected over the 8-month study period (Days -3, 2, 5, 37, 66, 93, 123, 151, 186 and 249). Fresh blood samples were shipped FedEx priority overnight at ambient temperature to the Center for Radiological Research, Columbia University Medical Center, New York, NY. During the winter months, a heat pack was included with the blood shipment. Blood differentials were measured from separate EDTA tubes (Becton-Dickinson) collected pre-irradiation (at 191 and 72 days before irradiation), and again at 9 days post-irradiation, and then approximately weekly from this time point until 4 months post-irradiation, at which time blood counts were measured once a month until 8 months. Total and differential blood counts were done by a veterinary reference laboratory (IDEXX, North Grafton, MA). Analyses of blood cell counts were performed by using the Dunnett’s method to adjust for comparison of all times to the baseline.

### Micronucleus assay

Whole blood samples (~ 1 mL) were diluted with 5 mL of RPMI-1640 medium (Invitrogen, Eugene, OR). The diluted blood mixtures were layered over an equal volume of lymphocyte separation media (Histopaque-1083; Invitrogen); then centrifuged at 1300 rpm for 30 minutes. The lymphocytes formed at the interface between the separation medium were collected using a glass pipette and then washed with 1 X phosphate buffered saline (PBS). The cells were transferred to 12-well multi-well tissue culture plates (Becton, Dickinson and Company, Franklin Lakes, NJ) containing 5 mL pre-warmed RPMI-1640 medium supplemented with 15% heat-inactivated fetal calf serum (Invitrogen), 2% Pen/Strep (10,000 units/mL penicillin and 10,000 μg/mL streptomycin; Invitrogen) and 2% phytohaemagglutinin (PHA; Invitrogen).

Cells were cultured at 37°C in a humidified atmosphere with 5% CO_2_. After 44 hours of incubation, cytochalasin B (Cyt-B, catalog number C6762, Sigma; stock solution 3000 μg/mL dissolved in dimethylsulphoxide; Sigma, St. Louis, MO) was added to the culture medium at a final concentration of 6 μg/mL. Cells were cultured for an additional 26 hours to arrest cytokinesis and induce the formation of once-divided bi-nucleated cells. To harvest lymphocytes, samples were transferred to a 15 mL tube and centrifuged at 1,000 rpm for 10 minutes and the supernatant discarded. The pelleted cells in the tube were treated for 10 minutes with cold hypotonic solution (0.075 M KCl, Sigma-Aldrich, St. Louis, MO) and fixed twice with ice-cold fixative (methanol: glacial acetic acid:: 3:1) and then stored at 4°C in a fireproof refrigerator. Prior to slide preparation, the lymphocytes were centrifuged, supernatant discarded and resuspended in ~0.5 mL of fresh fixative. A small drop of lymphocyte suspension was transferred to a clean glass slide; then allowed to air dry for 10 minutes. The nuclei were counter-stained with DAPI Vectashield^®^ mounting medium (catalog number H-1200; Vector Laboratories, Inc., Burlingame, CA). The pre-irradiation blood sample from animal NHP 001 was not collected for the CBMN assay.

### Scoring and analysis of MNi

The scoring of micronuclei per bi-nucleate (MNi/BN) cell yields was based on the Fenech scoring criteria [36]. MNi/BN yields were evaluated using a fluorescent microscope (Zeiss Axioplan 2; Carl Zeiss MicroImaging Inc., Thornwood, NY) with a 40x air objective. At least 500–1000 bi-nucleated cells were scored per sample, unless indicated otherwise.

### Statistics

Blood count data were compared over time using a mixed model ANOVA model with a fixed effect for days since irradiation and a random subject effect. As well estimating a main effect for time, all post-irradiation time points were compared to the baseline value; p-values were adjusted for multiple comparisons using Dunnett’s method. A two-sided alpha level of 0.05 was used to indicate statistical significance. All analyses of blood count data were performed in SAS (v. 9.4, Cary, NC).

For micronuclei data analyses, uncertainties (95% confidence intervals, CIs) for the fractions of bi-nucleated cells with ≥1 micronuclei observed for each NHP donor at each time after irradiation were calculated using the score confidence interval approach for Binomial proportions [37]. Logistic regression was used to model the dependence of the fraction of cells with micronuclei on time, radiation, and NHP donor. The regression was performed using R software (version 3.2.3). A two-sided alpha level of 0.05 was used to indicate statistical significance. We considered the following four model structures, arranged in order of increasing complexity: (1) pooling the data from all NHP donors and therefore allowing the fraction of cells with micronuclei to depend only on time and radiation. (2) Allowing the baseline pre-irradiation fractions of cells with micronuclei (determined by regression intercepts) to vary by NHP donor, while keeping the effects of time and radiation in common for all animals. (3) Allowing the baseline levels and the effects of time and radiation to vary by NHP. (4) Adding quadratic and interaction terms for time and radiation. Data support for these different model versions were compared using the Akaike information criterion (AIC).

### Microarrays, gene ontology and network analysis

Pre-irradiation (3 days before irradiation) and post-irradiation (at 2, 5 and 30 days) whole blood samples were drawn into PAXgene RNA stabilization solution from 8 NHP exposed to 10 Gy X-rays to the thoracic region in the no-mitigator arm of the larger study. We isolated RNA from the blood using the PAXgene Blood RNA method (catalog number 762165, PreAnalytix GmBH), and then depleted globin transcripts using the Ambion GLOBINclear-Human kit (catalog number AM1980,Life Technologies, Grand Island, NY). We evaluated the samples for RNA integrity using the Agilent 2100 Bioanalyzer and samples with RIN values > 8.0 were used for further analysis.

We processed five samples from each of the following groups: pre-irradiation, day 2, day 5 and day 30 and used the RNA for microarray hybridization. We chose five biological replicates for gene expression analyses and all changes after irradiation were compared with matched controls; with only one exception where materials were not of the required quantity and total RNA from two different animals were pooled. We used Agilent Whole Human Genome 4X44K v2 microarrays for measurement of levels of transcripts, following the Agilent recommended protocol. Previous studies have shown the usefulness of human microarray platforms for the detection of NHP gene expression [30, 38, 39]. We then used the class comparison tool in BRB Array Tools [40] using a p-value cut-off of 0.005 and False Discovery Rate (FDR) <10% to identify differentially expressed genes between groups. The data are deposited in the Gene Expression Omnibus database as GSE84898.

We further analyzed the differentially expressed genes at each time in this study using the PANTHER ver 10.0 (Protein ANalysis THrough Evolutionary Relationships) gene ontology tool [41]. Benjamini corrected p-values <0.05 were considered significant. Genes that were significantly differentially expressed from each time point were also imported into Ingenuity Pathway Analysis (IPA from Ingenuity^®^ Systems, http://www.ingenuity.com) software. In this analysis software, we used the core gene-expression analysis tool to predict networks and associations between genes and regulatory molecules based on curated information from published data. We focused our analysis on RNA, proteins and genes as potential upstream regulators with predicted involvement in the gene expression networks. IPA calculates a z score for each upstream regulator based on the number of target genes in the gene list and the type of relationship (transcriptional activation or inhibition) between the regulatory molecule and the downstream transcripts [42]. The z score is a significance measure that a regulator may be involved in gene regulation based on published literature and also indicates the activation state of a regulator. We compiled a list of transcriptional regulators with z scores of absolute value ≥ 2 for at least one time point in the time course, indicating significant activation/inhibition for at least one time point. For the 82 regulators that passed this criteria, we also included intermediate z scores (-2 > z score < 2) at other time points for analysis. An intermediate z score (-2 > z score < 2) suggests that there were gene targets within the data set downstream of the transcriptional regulator, and that the prediction was directional, but a proportion of the regulator-target relationships were inconsistent with findings in the literature. A transcriptional regulator that was not involved in upstream regulation was not assigned a z score.

### qRT-PCR measurement of mRNA levels and analysis

We prepared complimentary DNA (cDNA) from total mRNA using the High-Capacity cDNA Archive Kit (Life Technologies, Foster City, CA). Quantitative real-time RT-PCR (qRT-PCR) was performed for selected genes using Taqman^®^ assays (Life Technologies) to confirm microarray experiment findings for the selected genes. Assays used were: *IL1R1* (assay ID: Rh00991008_m1), *LY96* (assay ID: Rh01026731_m1, *MARCKSL1* (assay ID: Hs00702769_s1) and *FAIM3* (assay ID: Rh02857660_m1). 30 ng of cDNA was used as input in duplicate reactions. Quantitative real time PCR reactions were performed with the ABI 7900 Real Time PCR System using Universal PCR Master Mix (Thermofisher), with initial activation at 50°C for 120 seconds and 95°C for 10 minutes, followed by 40 cycles of 95°C for 15 seconds and 60°C for 60 seconds. Relative fold-induction was calculated by the -ΔΔCT method [43], using SDS version 2.4 (Thermofisher). Data were normalized to *GAPDH* (assay ID: Rh02621745_g1) gene expression levels, which were found to be stably expressed across all samples.

## Results

### Blood counts

Initially, lymphocyte and platelet counts declined significantly, approximately 30% from baseline by day 9 post-irradiation (p-values < 0.05), see Fig 1B and 1C. These measurements returned to base line within 24 days, by which time the mean neutrophil count had doubled (Fig 1D), rising to a 3-fold mean increase by day 66, (p-value < 0.05 for both), and corresponding to the expected pattern of radiation-induced pneumonitis. A third significant peak of neutrophilia occurred at 185 days post-exposure, disappearing by the study’s end at day 250. Animals that were euthanized later for elevated respiratory rates had higher neutrophil counts during the first 50 days of the study.

**Fig 1:**
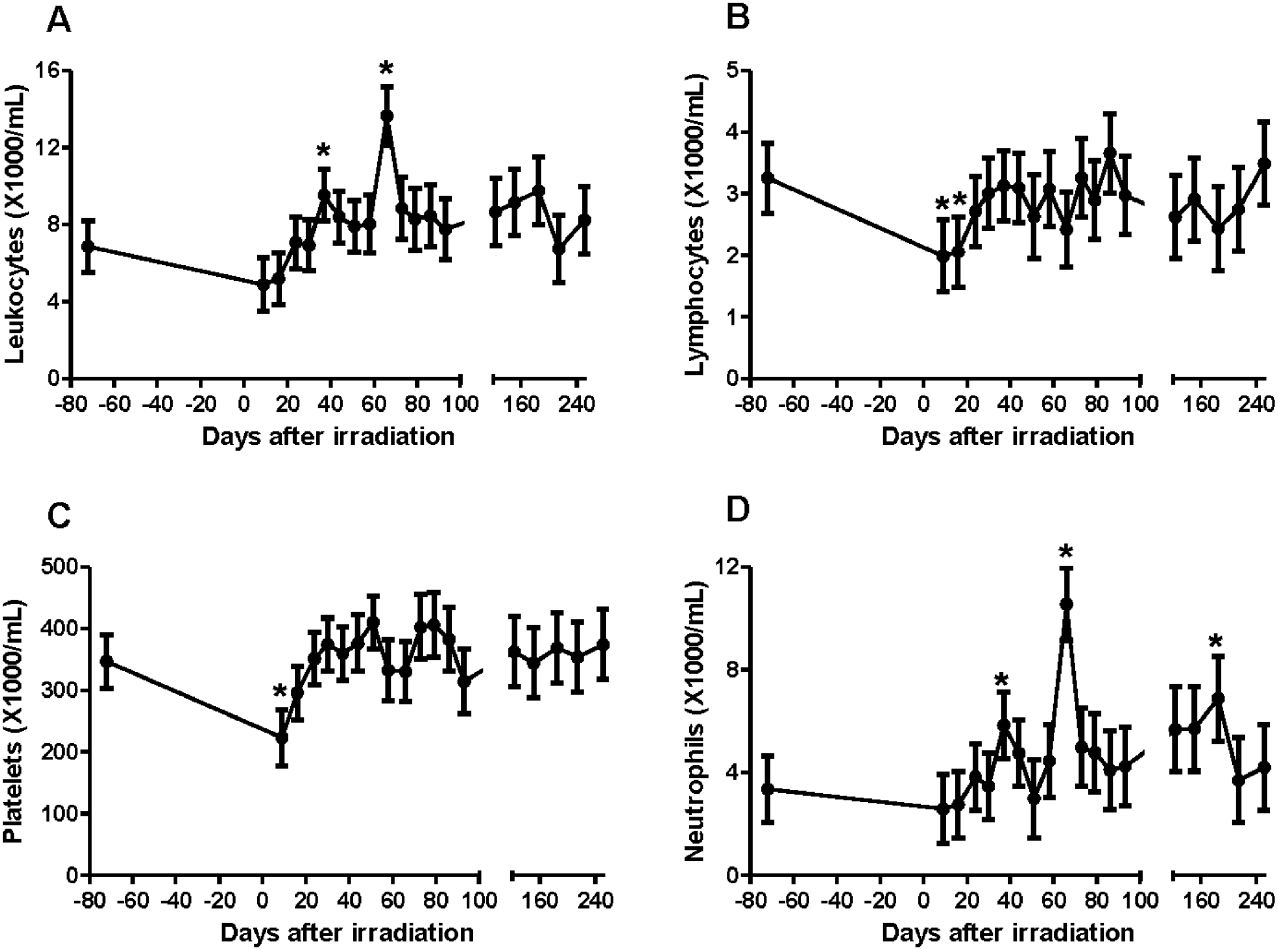
Differential blood cell counts. Total leukocyte counts (A) were most elevated at 66 days, reflecting neutrophilia (D). Transient reductions of lymphocyte counts (B) and platelets (C) were seen at day 9. Day 0 values are the overall average and SEM of the day -72 baseline measurements. * = significantly different from baseline at p<0.05 using Dunnett’s method. Error bars are 1 standard error of the mean.

### Micronucleus assay

Frequencies of micronuclei (MNi) were evaluated using the *in vitro* cytokinesis-block micronucleus (CBMN) assay and micronucleus yields per bi-nucleate cell (MNi/BN) were scored. Table 1 shows MNi frequency as the fraction of BN cells with one or more micronuclei for each NHP animal at specific time points up to 8 months after irradiation to the whole thorax. Blood samples where it was difficult to score more than 500 binucleate cells (*) and blood cultures (**) that showed no apparent mitogen-induced cell division are indicated. Four NHPs were sacrificed before the end of the study, NHP 002 (day 69), NHP 007 (day 57), NHP 008 (day 57) and NHP 009 (day 94); the trigger for euthanasia was an increase in respiratory rate to more than 100 breaths per minute. Overall, qualitative observations of the DAPI-labeled cells indicated an increased number of apoptotic and non-divided cells after radiation exposure.

**Table 1:** Micronucleus frequency in NHP peripheral blood lymphocytes measured up to 249 days post exposure.

	MNi frequency									
Day	-72	2	5	37	66	93	123	151	186	249
**NHP 001**	--	0.066*	0.060	0.049	0.065	0.055	0.067	0.058	0.056	0.067
**NHP 002**	0.033	0.049*	0.053	0.050	**	SAC				
**NHP 003**	0.038	0.062	0.063	0.062	0.061	0.066	0.052	0.067	0.061	0.058
**NHP 004**	0.041	0.058*	0.091	0.080	0.048	0.049	0.060	0.057	0.053	0.058
**NHP 005**	0.063	0.084*	0.063	0.086*	0.086	0.055	0.072	0.064	0.067	0.060
**NHP 006**	0.053	0.090	0.087	0.084	0.066	0.080	0.060	0.071	0.054	0.048
**NHP 007**	0.055	0.059*	0.067*	0.062	SAC					
**NHP 008**	0.039	**	0.071*	0.061	SAC					
**NHP 009**	0.024	0.073*	0.060*	0.076*	0.056*	0.045*	SAC			

*indicates that fewer than 500 bi-nucleated cells were scored

** indicates limited cell growth in the cell cultures

SAC denotes NHP sacrifice time.

Best-supported regression results based on AIC (Fig 2, Table 2) showed a strongly statistically significant increase in the fraction of cells with micronuclei after irradiation, which declined over time; and evidence for variation in baseline micronucleus frequencies between the NHPs. This model produced a reasonable fit to the data. Inclusion of possible donor-dependent variations in the effects of time and/or radiation, quadratic terms for time and/or radiation, or interaction terms between them, were not statistically supported based on the AIC. The results also highlight that for the surviving animals, NHP 004, NHP 005 and NHP 006; the MNi frequency remained above baseline.

**Fig 2:**
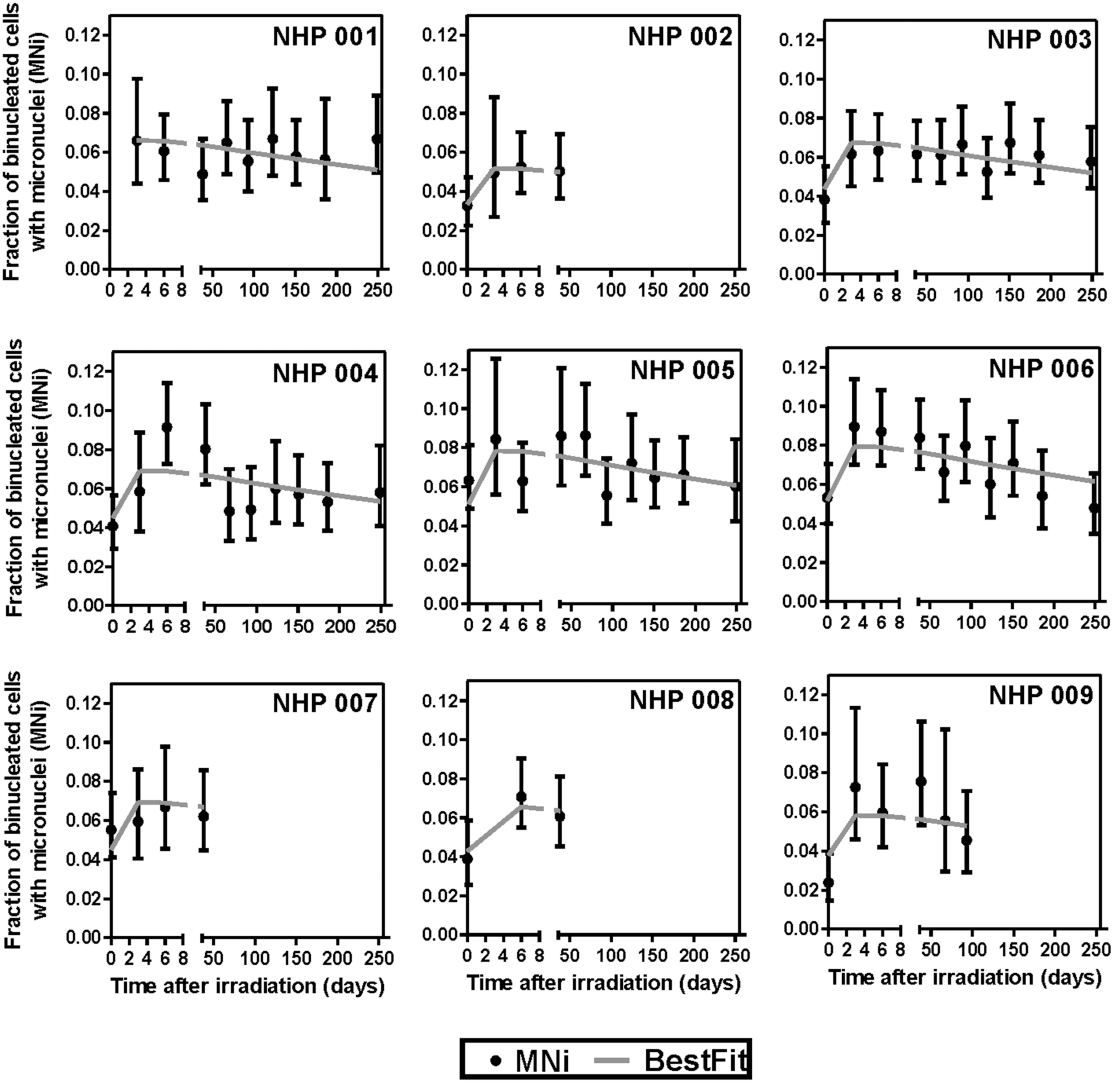
Micronucleus frequency of individual animals. Logistic regression analysis of the fractions of binucleated cells with micronuclei at various times after irradiation across different NHPs. Error bars are 95% confidence intervals.

**Table 2:** Best-fit logistic regression parameter estimates for the fraction of cells with micronuclei.

Variable	Parameter estimate	Standard error	p-value
**Time (days)**	-0.0011	0.0003	2.21×10^−4^
**Radiation (Indicator)**	0.4579	0.0715	1.48×10^−10^
**NHP 001 (Intercept)**	-3.1036	0.0896	2.00×10^−16^
**NHP 002**	-0.2598	0.1151	0.0239
**NHP 003**	0.0202	0.0747	0.7867
**NHP 004**	0.0499	0.0795	0.5305
**NHP 005**	0.1841	0.0771	0.0170
**NHP 006**	0.1978	0.0740	0.0075
**NHP 007**	0.0520	0.1123	0.6432
**NHP 008**	-0.0032	0.1125	0.9773
**NHP 009**	-0.1344	0.1129	0.2339

Fig 3 shows the results from a pooled analysis for all the animals over the duration of the study. These data show similar effects of radiation and time to Fig 2. Further, the results show that the fraction of binucleated cells with micronuclei significantly increased (p-value < 0.05) after the acute 10 Gy dose followed by a slow decline up to 8 months after WTLI. As expected, the fit quality of the pooled analysis was somewhat worse than the individual analyses because the variations in baseline MNi frequencies were not accounted for. Pooled analysis, assuming no variability in the baseline MNi frequencies between animals, showed that there was a statistically significant elevation in MNi frequency even at day 249 (compared to day 0; p-value = 5.2 X 10^−3^, Pearson’s Chi-square with Yate’s correction)

**Fig 3:**
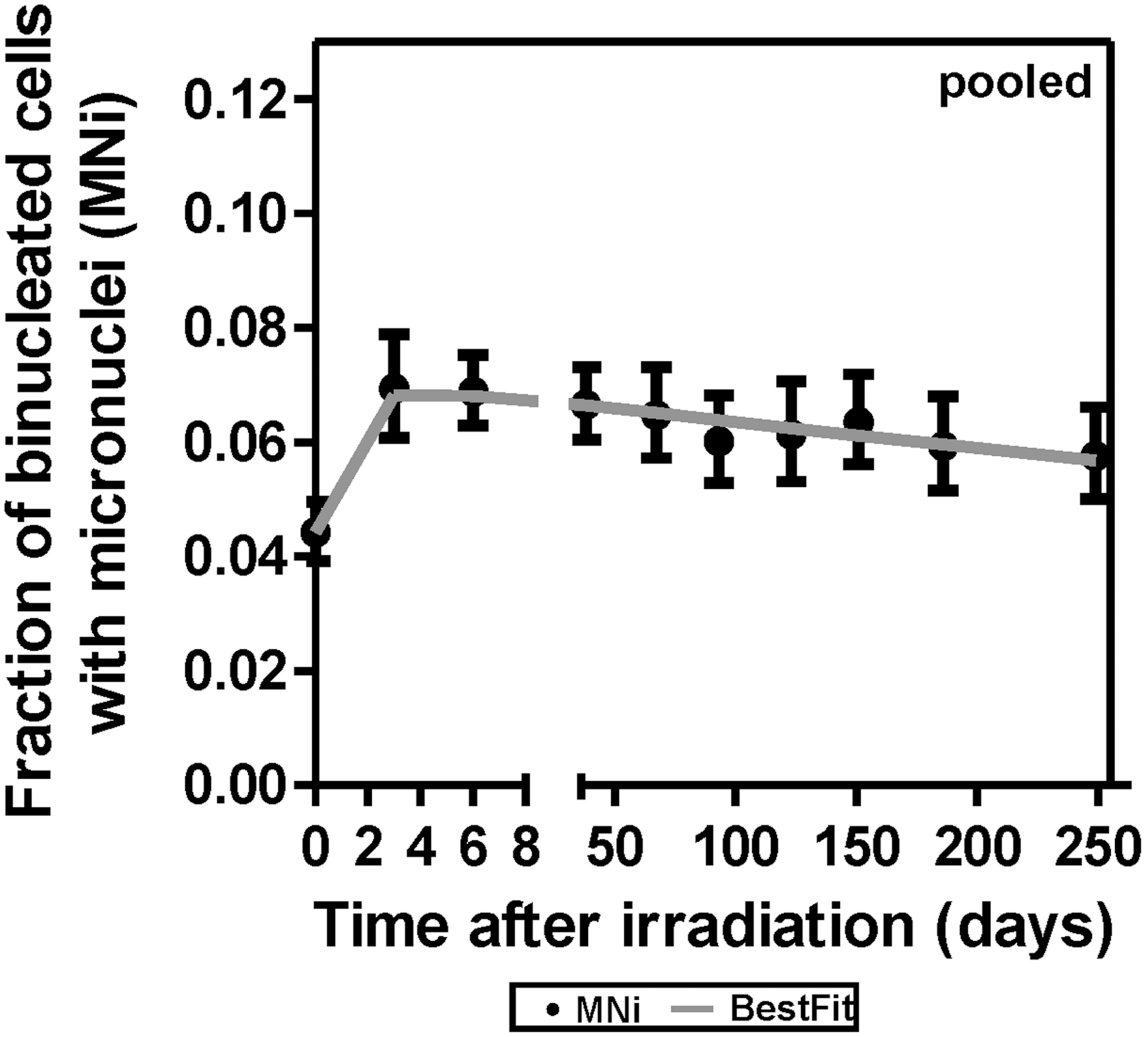
Micronucleus frequency of animals (pooled samples). Mean micronucleus frequency from lymphocytes of nine irradiated NHPs, up to 8 months after WTLI. The error bars are 95% confidence intervals.

### Microarray results and gene ontology analysis

Analysis using the Agilent Whole Human Genome microarray platform showed that 1187 genes were affected in blood cells over the course of the study. 

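Whole blood RNA depleted of globin transcripts was hybridized to 20 Agilent Whole Human Genome microarrays, 5 taken before irradiation and 5 each at 2, 5 and 30 days after a 10 Gy dose to the thorax. Each array carries 34127 different probes of 60 bases, which were designed on human transcripts and are placed on the human genome build hg19. The authors deposited the Feature Extraction output of each array, in which the processed signal is background subtracted and not normalized between arrays. They also deposited log2 values of 5884 probes and 1 control spot. In at least 99.5% of the values of each array these equal the log2 processed signal plus 1 constant, within 0.001. Each of these probes lies more than 1.5-fold from its own median on a share of at least 0.2 of the arrays.

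For the values at each comparison, the processed signal of all probes was put on the log2 scale and the 75th percentile of each array was subtracted. Spots that Feature Extraction marked as outliers were left out, and spots of 1 probe were averaged. Of the probes, 19961 were well above background on at least 5 arrays and were tested. Each day was compared with the pre-irradiation arrays by limma, with the replicate number as a block. Probes were called at a p-value under 0.005 with a Benjamini-Hochberg FDR under 10%, the thresholds the paper states. Replicates are numbered 1 to 5 in each group, and arrays of 1 number were taken as a pair because the paper states that comparisons were paired by animal. The data leave this pairing in doubt. Some probes show only 2 levels of signal. Pre-irradiation and later arrays of 1 number had the same level in at least 90% of these probes in 8 of 15 pairs. Some pairs may therefore hold more than 1 animal, and with no replicate block limma called 0 probes on each day. The labels do not say which array holds the RNA that the paper states was pooled from 2 animals. Between 50.9% and 67.3% of the spots of an array were well above background, and the number of arrays limits the precision of each value. On at least 1 of the 3 days, 12 probes were called.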

Class comparisons were paired by animal, and 545, 273 and 603 genes were found to be significantly differentially expressed (p-value < 0.005 and FDR < 10%) at the mRNA level on 2, 5 and 30 days, respectively (S1 Table). 

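At 2 days after irradiation, limma called 12 of the 19961 probes, 10 higher and 2 lower than before irradiation. At 5 days and at 30 days limma called 0 probes, with smallest adjusted p-values of 0.279 and 0.111. An unadjusted p-value under 0.05 was found for 2997, 2230 and 3496 probes at 2, 5 and 30 days. A paired test of each probe on its own, with no pooling of the spread over probes, called 0, 1 and 1 probes at the 3 days. The FDR limit was then dropped, a choice made after the data were examined. A p-value under 0.005 was found for 510, 315 and 626 probes at 2, 5 and 30 days, where 99.8 are expected with no change at any probe. The FDR at that p-value was 19.5%, 31.6% and 15.9%. Of the alternatives set before the data were examined, normexp background correction moved the counts most, to 952 called probes at 30 days. With normexp the count of called probes at 2 days was 0. For probes well above background on all 20 arrays the counts at 2, 5 and 30 days were 190, 0 and 695. On the deposited log2 values, which hold fewer probes, they were 327, 0 and 334. All probes that S1 Table lists at 2 and 5 days are among the deposited ones, so its FDR limit may cover fewer probes than the 19961 tested here. All 20 arrays in one fit gave 343, 0 and 121, and an intensity trend in the spread 200, 0 and 451. Quantile normalization, no filter on dim probes and no replicate block each gave 0 on every day. Without replicate 2 the count at 2 days was 588, without replicate 3 it was 3, and without replicate 1, 4 or 5 it was 0.

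The largest changes among the called probes were in genes of complement component C1q, on chromosome 1. C1QA rose by 2.91 on the log2 scale at 2 days (standard error 0.30, n = 5 pairs, adjusted p = 0.0639 from limma) and was higher in 5 of 5 pairs. C1QB rose by 2.51 with the same adjusted p-value. The probe of C1QC was well above background on 0 of the 5 pre-irradiation arrays and on 3 of the 5 day 2 arrays, and on average at least 1.82-fold higher, counted from the lowest signal well above background on each pre-irradiation array. KLRB1, a receptor of NK and T cells, fell by 1.67 on the log2 scale at 2 days, in 5 of 5 pairs (adjusted p = 0.0965 from limma).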

A trend of increasing proportion of down-regulated genes was observed, with 20%, 32% and 57% of the differentially expressed genes down regulated at 2, 5 and 30 days, respectively. 

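Of the 12 probes called at 2 days, 16.7% were lower than before irradiation. At 5 and 30 days no share of called probes could be formed. Among the probes with a p-value under 0.005 and no FDR limit, 25.7% were lower at 2 days (131 probes), 20.0% at 5 days (63 probes) and 63.9% at 30 days (400 probes). With each replicate left out in turn, the share lay between 18.2% and 30.4% at 2 days, between 14.1% and 25.5% at 5 days and between 58.6% and 66.8% at 30 days. The share at 30 days was thus above that of both earlier days by more than its spread, and the shares at 2 and 5 days did not differ by more than theirs. The share at 5 days depended on the scaling of the arrays. It was 37.3% after quantile normalization and 50.5% after scaling each array to its median. Median scaling also moved the share at 30 days to 50.9%. It adds 1 constant to all probes of an array, and with it the median change of all probes went from 0.031 to -0.09 at 5 days and from -0.023 to 0.041 at 30 days, which shifts the shares.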

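Overlaps were counted among the probes with a p-value under 0.005 and no FDR limit. Days 2 and 5 shared 86 probes, days 5 and 30 shared 63 and days 2 and 30 shared 54. The 3 days are compared with the same 5 pre-irradiation arrays, so that chance differences of these arrays enter every comparison. This was measured by dealing the residuals of all 20 arrays at random to the 4 groups, 100 times. The draws held a median of 61 probes at 2 days, fewer than the arrays do. Smaller sets give smaller overlaps, so the draws cannot judge the sizes of the overlaps, and no conclusion is drawn on these. The direction of shared probes carries no information here. All 86 probes of days 2 and 5, 51 of the 54 of days 2 and 30 and all 63 of days 5 and 30 changed in 1 direction, and so did 99.5%, 94.3% and 99.6% of the shared probes in the random draws. Across all 19961 probes, which are not independent replicates, the log2 fold changes of days 2 and 5 had a Pearson correlation of 0.711, those of days 2 and 30 of 0.586 and those of days 5 and 30 of 0.598. In the random draws the shared pre-irradiation arrays alone gave median correlations of 0.488, 0.462 and 0.510. Of the 100 draws, 8, 32 and 32 reached the measured correlation.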

Overlap between the responding genes at various time points is shown in Fig 4 as a Venn diagram (also see S1 Table).

**Fig 4:**
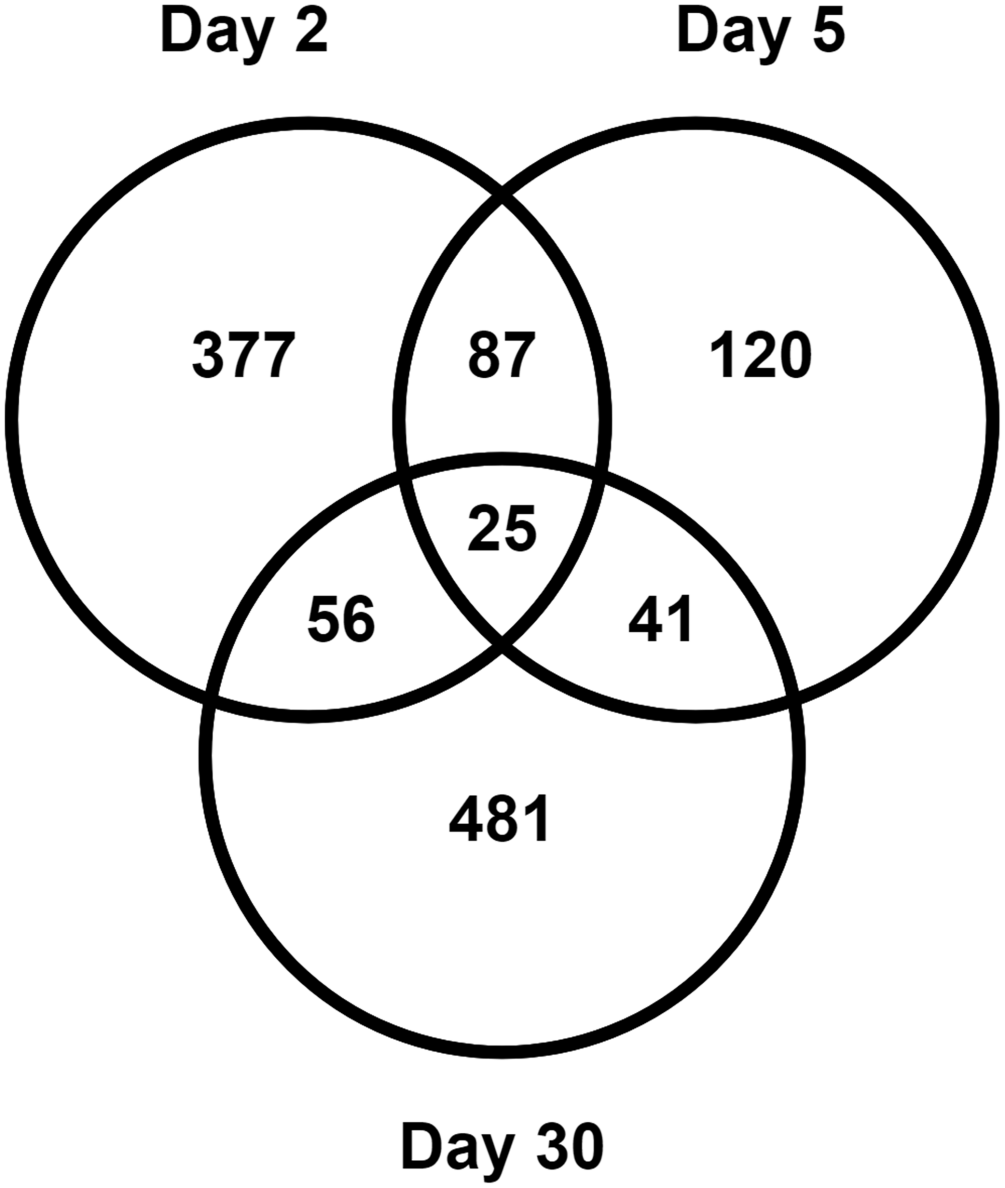
Venn diagram of differentially expressed genes. Differentially expressed genes in blood at 2, 5 and 30 days after WTLI in NHP are shown in the Venn diagram. 25 genes were significantly differentially expressed at all the time points in the study.

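With the FDR limit, limma called 0 probes at all 3 time points. At a p-value under 0.005 with no FDR limit, 18 probes had changed at each time point, and at an unadjusted p-value under 0.05 the number was 586. The paired test of each probe on its own found 2 probes at all 3 time points at a p-value under 0.005. Without replicate 1, limma found 5.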

We looked for biological processes that were significantly overrepresented among the differentially expressed genes at the various time points using the PANTHER gene ontology program [41, 44]. We found that although more genes were differentially expressed at 30 days (603 genes) than at day 2 (545 genes), there were more biological processes significantly enriched (Bonferroni p-value ≤ 0.05) among the genes at 2 days than those at 30 days, see Table 3. 

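Arrays of 2 days and 30 days were also compared with each other directly, paired by replicate. limma called 10 probes, 8 higher at 30 days than at 2 days and 2 lower. Of the 290 probes with a p-value under 0.005, 104 were higher and 186 lower. The called probes that were higher at 30 days include genes of cytotoxic lymphocytes. GZMK rose by 1.92 on the log2 scale from 2 to 30 days (standard error 0.215, n = 5 pairs, adjusted p = 0.0940 from limma), and KLRB1 rose by 2.29. Both were higher in 5 of 5 pairs. The 2 lower probes were those of C1QA, which fell by 2.48 on the log2 scale, and of C1QB, which fell by 2.22. Without replicate 2 the count was 66 (18 higher and 48 lower), and without replicate 1, 3, 4 or 5 it was 0. With all 20 arrays in one fit it was 164 (48 higher and 116 lower). Between 2 and 5 days limma called 0 probes, with 711 at an unadjusted p-value under 0.05, and between 5 and 30 days it called 0, with 1693. The paired test of each probe on its own called 0 in these comparisons.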

Further comparisons showed that although there were only 81 differentially expressed genes common to days 2 and 30 (Fig 4), all biological processes enriched in changed genes at 30 days were also significantly over represented among those at 2 days (Table 3). Common processes that appeared to be affected throughout the time course were immune system and single organism signaling related to infection. 

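PANTHER terms were not analysed here. Instead, 10 lists of genes for blood cell types and responses were tested as sets on each day with limma's camera (correlation between genes 0.01). The lists were written down before the array data were examined, but after S1 Table, which comes from these arrays, had been read. Of the 30 tests of a list on a day, 22 had an adjusted p-value under 0.05. At all 3 days 4 lists passed, those of the bacterial response, monocytes and macrophages, neutrophils and B cells. The monocyte and macrophage list (13 genes with a probe) had a median log2 fold change of 0.91, 0.49 and 0.53 at 2, 5 and 30 days, and that of neutrophils (15 genes) 0.96, 0.70 and 0.95. The B cell list (16 genes) fell by 0.52, 0.51 and 0.37 on the log2 scale. Without replicate 1 it fell by 0.10 at 30 days and did not pass (adjusted p = 0.0926 from limma's camera). The preset correlation matters for these calls. limma's fry, which uses the correlation found in the arrays, gave an adjusted p-value under 0.05 in 12 of the 30 tests, and camera with an estimated correlation in 0. Under fry, 1 list passed at all 3 days, that of the bacterial response. The choice of genes is therefore not independent of these arrays, and 7 of the 17 monocyte and macrophage genes are listed at 2 days in S1 Table.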

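The bacterial response list holds genes of the response to bacterial molecules, among them TLR4, CD14, LY96 and S100A12, and 18 of its genes had a tested probe. At 2 days its median log2 fold change was 0.98, with 17 of 18 genes higher (adjusted p = 1.08e-12 from limma's camera). At 5 days it was 0.64, with 16 of 18 genes higher (adjusted p = 4.62e-08 from limma's camera). At 30 days it was 1.02, with 18 of 18 genes higher (adjusted p = 7.51e-12 from limma's camera). The median of the list was higher than before irradiation in 5 of 5 pairs at each day, between 0.32 and 0.81 at 5 days. The adjusted p-values from fry were 0.0440, 0.0428 and 0.0463. Of the 22 genes in the list, 8 are listed at 2 days and 5 at 5 days in S1 Table.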

Bacterial response and oxygen containing compounds were significant at 2 days and 30 days after irradiation, but not at 5 days.

**Table 3:** PANTHER Gene ontology analysis of biological processes. Processes that were significantly enriched in differentially regulated genes at a minimum of two time points in the time course.

GO biological process complete	Day 2	Day 5	Day 30
	p-value*	p-value*	p-value*
immune system process	5.33 X10^-31^	1.02 X10^-8^	1.41 X10^-3^
response to stimulus	3.12 X10^-26^	1.52 X10^-5^	1.27 X10^-3^
single organism signaling	2.92 X10^-17^	1.46 X10^-2^	1.74 X10^-4^
defense response	1.99 X10^-23^	5.14 X10^-6^	NS
response to stress	1.82 X10^-21^	4.89 X10^-4^	NS
immune response	1.99 X10^-19^	3.16 X10^-6^	NS
response to molecule of bacterial origin	7.30 X10^-11^	NS	4.45 X10^-2^
response to oxygen-containing compound	1.79 X10^-9^	NS	4.73 X10^-2^

*All p-values are Bonferroni corrected for multiple testing, NS: not significant

The PANTHER gene ontology analysis of the gene expression response in blood cells at the earliest 2-day time point revealed a highly structured and cohesive response to irradiation of the thorax. 

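Markers of blood cell types were tested as lists on the same arrays. At 2 days the platelet list (17 genes with a probe, among them PF4, PPBP and ITGA2B) had a median log2 fold change of 1.45, with 17 of 17 genes higher (adjusted p = 4.64e-20 from limma's camera and 0.0380 from fry). Its median was between 0.40 and 1.95 in the 5 pairs. The monocyte and macrophage list had 13 of 13 genes higher, with a median per pair between 0.59 and 1.77. All 15 neutrophil genes were higher, with a median per pair between 0 and 1.77, and the list did not pass under fry (adjusted p = 0.115). In the list of T and NK cells all 23 genes were lower, and the list fell by 0.99 on the log2 scale (adjusted p = 1.11e-18 from limma's camera and 0.0380 from fry). The list was lower in 5 of 5 pairs. An erythroid list did not pass at 2 days, with a median of -0.01 and an adjusted p-value of 0.293, and its test and its median differ in sign. Of the 22 platelet genes 15 are listed at 2 days in S1 Table, and so are 15 of the 23 genes of T and NK cells. The tests of both lists are thus not independent evidence. From the enriched terms, the paper proposes a concerted response of the immune system in which platelets, leukocytes and macrophages are activated.

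**Figure D1:**
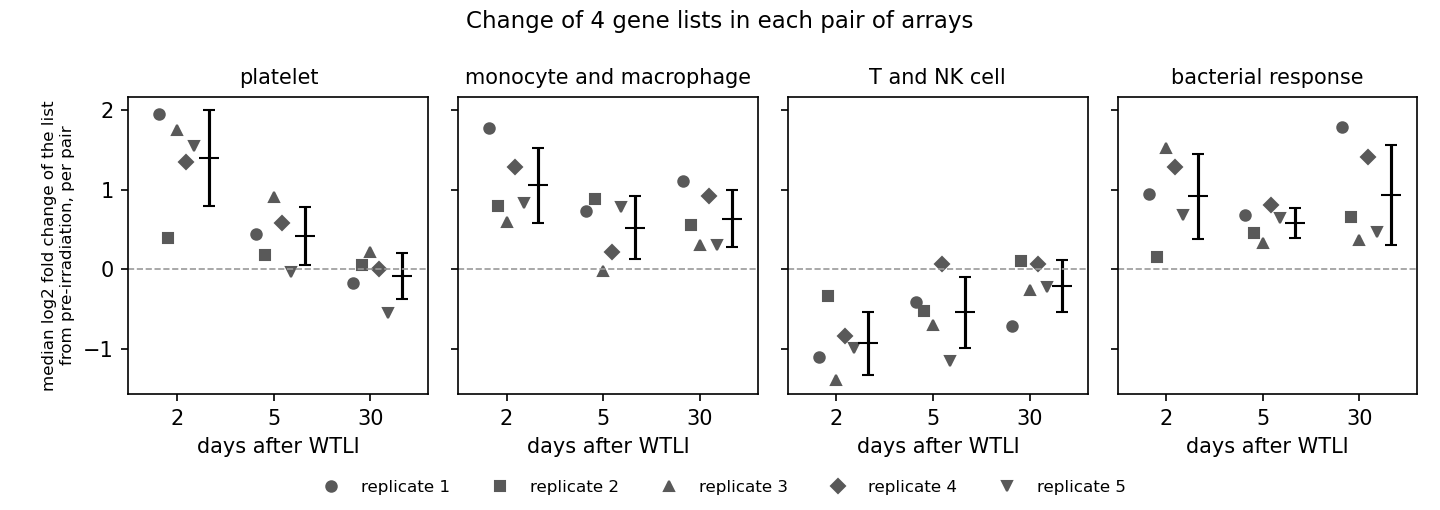
Median log2 fold change from pre-irradiation of the genes of 4 lists, for each of the 5 pairs of arrays at 2, 5 and 30 days after WTLI. Symbols are replicates, and the bar beside them is the mean of the 5 pair medians with its SD. The platelet list lies between 0.40 and 1.95 at 2 days and between -0.55 and 0.21 at 30 days.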

Biological functions affected at this early time point appeared to reflect a concerted response of the immune system involving activation of almost every blood cell type: platelet, leukocyte, myeloid leukocyte and macrophage activation. Blood coagulation and response to wounding, chemotaxis and leukocyte migration were other processes significant only at 2 days (Table 4) and not at other time points. 

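The change of the platelet list shrank over the time course. Its median log2 fold change was 0.44 at 5 days (adjusted p = 1.67e-07 from limma's camera) and 0.04 at 30 days, where the list did not pass (adjusted p = 0.894) and its median and mean differ in sign. A direct test between 5 and 30 days gave an adjusted p-value of 3.48e-07 from limma's camera and 0.0697 from fry, with 16 of 17 genes lower at 30 days. These tests between days were added after the data were examined. For T and NK cells, the list fell by 0.53 on the log2 scale at 5 days and by 0.22 at 30 days, where it did not pass (adjusted p = 0.275 from limma's camera). Between 2 and 30 days, 21 of its 23 genes rose (adjusted p = 1.94e-12 from limma's camera and 0.0722 from fry).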

Child term categories of biological functions such as defense response to Gram-positive bacterium and regulation of tumor-necrosis superfamily production were also observed, suggesting the early activation of specific damage and infection response signaling pathways in blood cells following thoracic irradiation.

**Table 4:** PANTHER biological processes related to the immune response, which are significant at 2 days after WTLI and not significant at later time points.

GO biological process complete	Day 2
	p-value*
cell communication	3.20 X 10^−18^
signal transduction	1.60 X 10^−17^
cell surface receptor signaling pathway	2.57 X 10^−16^
inflammatory response	1.77 X 10^−14^
cell activation	4.42 X 10^−12^
response to bacterium	5.69 X 10^−12^
response to lipopolysaccharide	5.94 X 10^−10^
innate immune response	1.85 X 10^−9^
regulation of tumor necrosis factor superfamily production	2.42 X 10^−9^
blood coagulation	3.78 X 10^−9^
response to wounding	8.12 X 10^−9^
regulation of cytokine production	2.21 X 10^−8^
regulation of body fluid levels	2.22 X 10^−7^
platelet activation	6.35 X 10^−7^
leukocyte migration	7.10 X 10^−7^
regulation of leukocyte activation	8.14 X 10^−7^
platelet degranulation	1.81 X 10^−6^
regulation of programmed cell death	3.81 X 10^−6^
regulation of lymphocyte activation	7.31 X 10^−6^
negative regulation of mononuclear cell proliferation	5.19 X 10^−5^
secretion by cell	8.76 X 10^−5^
leukocyte activation	9.07 X 10^−5^
chemotaxis	1.29 X 10^−4^
defense response to Gram-positive bacterium	2.83 X 10^−4^
myeloid leukocyte activation	5.52 X 10^−4^
endocytosis	6.06 X 10^−4^
cell adhesion	8.61 X 10^−4^
exocytosis	1.13 X 10^−3^
cell migration	1.25 X 10^−3^
macrophage activation	2.10 X 10^−3^

*All p-values are Bonferroni corrected for multiple testing

### Network analysis

Network analysis using IPA revealed a shifting landscape of functional changes across the time course with a few common processes and regulators being involved at all times. We used IPA to predict candidate upstream regulators of the gene expression changes observed and compared their activation/inhibition states at the different post-irradiation times (Fig 5 and S2 Table). We identified 82 candidate regulatory molecules that showed a z score absolute value of at least 2 at a minimum of one time-point in the study. To look at trends in behavior of these transcriptional regulators we also included other time points where the z scores were -2 < z score < 2. This approach allowed us to get an overview of potential changes in gene regulation across the time course, which provide candidate target molecules for future studies, where we may have access to intermediate time point samples and proteins. We classified these 82 regulators into three groups (S2 Table) based on their predicted status at specific times in the study. Group 1 consisted of regulators predicted to be consistently either activated or inhibited at all time-points measured (Fig 5A); Group 2 was defined by a potential change in activity across the time course (Fig 5B); and Group 3 included regulators only predicted to be activated or inhibited at one of the surveyed times (S2 Table).

**Fig 5:**
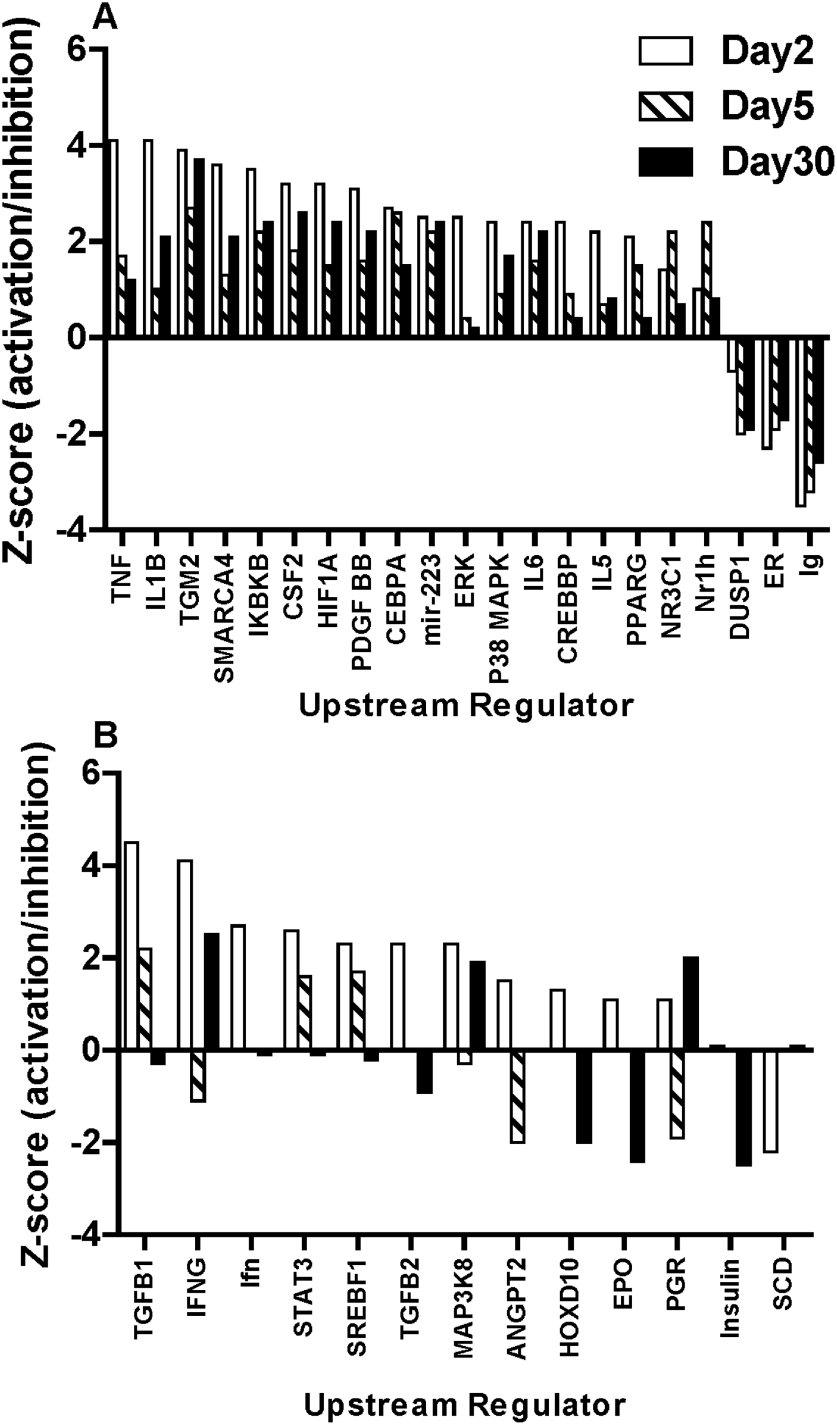
IPA prediction of regulatory molecules. We grouped by these molecule by pattern using the upstream regulator option in IPA and comparing all time-points in the study, which revealed three types of upstream regulators. **A.** Group 1, with persistent activation/inhibition states across the study; **B**. Group 2, regulators that show a trend from activated to inhibited during the course of the study; and Group 3, only activated at one time-point (see S2 Table). All regulators shown pass the z score cut-off absolute value ≥ 2 for at least one time point in the study.

Most of the 21 candidate regulators in Group 1 have known roles in radiation response. In Group 1, which were predicted to be consistently activated/inhibited, TNF (tumor necrosis factor alpha), TGM2 (Transglutaminase 2), IKBKB (inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase beta), HIF1A (hypoxia inducible factor-1A), P38-MAPK (p38 MAP kinase) and cytokines IL5 (Interleukin- 5), IL6 (Interleukin-6) are included, all of which have a known role in radiation or immune response. The microRNA *miR-223*, which is a known regulator of erythroid blood cell development [45], was also predicted as activated with a z score greater than 2 across the time course. The persistently inhibited regulatory factors in Group 1 included DUSP1 (Dual specificity phosphate 1), ER (Estrogen receptor) and Ig (Immunoglobulin) (Fig 5A). Group 2, with 13 members, was the smallest group of candidate regulatory molecules. TGFB1 and TGFB2 (Transforming growth factors beta 1 and 2), IFNG (Interferon gamma), STAT3 (signal transducer and activator of transcription 3,) and PGR (progesterone receptor) are members of this group with IFNG and PGR predicted to be activated at 2 days after WTLI, then inhibited at the intermediate 5 day time-point; and then returning to activation again at 30 days. Group 3 consisted of regulatory molecules only activated/inhibited at one time-point in the time course, suggesting that these specific regulatory molecules may be more time-specific in response to radiation in NHP blood cells. The members of this group are listed in S2 Table.

## Discussion

NHP have been used in radiation dose response studies for many decades [9–11, 17, 46], focusing on the effects of mitigators on acute radiation syndromes of different organ systems and mortality. However, there have been few studies of the cellular and molecular level changes underlying these broad biological end-points. Recently, a few studies have begun to explore the effects of blood cell loss and recovery over time [12] and the transcriptomic response in blood to viral infection [47].

In our study, we used the WTLI model of thoracic irradiation above the midline in NHP, and focused on long-term effects (up to 8 months for micronucleus frequency and up to 30 days for transcriptomics) in blood cells. In a recent retrospective dose-reconstruction study, Prado *et al* [18] calculated that the mean lung and heart dose averaged across 80 NHPs resulting from an average WTLI dose of 10 Gy would be 11.05 Gy and 10.8 Gy, respectively. Since blood flows through the lungs at 2–5 liter minute^-1^ [48], a 10–15 minute lung irradiation protocol will result in uniform irradiation to the blood in *M*. *mulatta* [49]. For our dose and shorter duration of irradiation, we estimate that the dose to the entire blood pool is approximately 10–20% of the dose delivered to the midplane. After the acute dose exposure, irradiated cells would be mixed with newly divided unexposed blood cells over the time course, providing a relevant example of an irradiation scenario that might occur in a radiological event.

Our hematology results show a similar pattern compared to the PBI/BM5 model, where transient decreases in lymphocyte count and platelet count were seen, to a lesser degree than in TBI (11). Our findings with WTLI show a reduced but still-present lymphopenia and thrombocytopenia early on, but differ from the PBI/BM5 model in that a profound neutrophilia is seen approximately 2 months after irradiation, presumably reflecting the response by a largely spared bone marrow pool to radiation-induced pulmonary injury.

To evaluate long-term DNA damage response in the NHP lymphocytes, we used the established human CBMN assay protocol to determine MNi frequency in blood lymphocyte samples collected up to 8 months after initial whole thorax irradiation (Table 1 and Fig 2). Regression analysis showed a significant induction of MNi in the blood lymphocytes across all nine NHPs that persisted with a gradual decline over the 8-month study period, indicating long-term DNA damage in the blood lymphocytes after WTLI (Fig 3). The slow decline in MNi frequency over time may be attributed to the replenishment of mature lymphocytes from damaged and non-damaged progenitor cells in the bone marrow. At 8 months post exposure, we show that MNi frequency remained above baseline. These results are encouraging for the utility of the MNi biomarker in a partial body, long-term animal model. Previously, Gregoire *et al* reported elevated translocation and dicentric chromosome frequencies in blood samples from total body gamma ray irradiated NHPs up to 31 months after irradiation [50] and Thierens *et al* were able to derive dose estimates from dicentrics chromosomes and micronucleus frequencies 6 months after an accidental exposure of a radiological worker [51].

Few studies have used the NHP animal model for cytogenetic biodosimetry. For cytogenetic analyses, the challenge lies in using an optimal culture medium and mitogen where first-division cells are preferred [8]. In the present work, we struggled to score sufficient binucleated (BN) cells in the blood samples collected during the first week post exposure, particularly at 2 days after WTLI (Table 1). These blood samples are likely to include a large proportion of highly damaged mature peripheral blood lymphocytes, which were apoptotic and/or have undergone cell-cycle arrest. The relative MNi yields measured at days 2 and 5 indicate also that the PHA mitogen favored the stimulation of the less damaged lymphocyte cells over the highly damaged cells in the blood cultures. The precipitous drop in lymphocyte numbers by 9 days supports the notion that a large proportion of the circulating lymphocytes had initiated radiation-induced apoptosis and cell death rapidly shortly after WTLI exposure. In the context of a radiological incident or accident where many individuals could receive an acute high-dose partial body exposure of ionizing radiation, future work should look to optimize the CBMN assay culture conditions for increased/improved mitogen-induced cell division of heavily damaged NHP lymphocyte cells.

The blood cells collected from the WTLI irradiated NHPs revealed an overall gene expression response enriched in processes that modulate the immune/inflammatory response to damage and infection, with variations in response at different times. The 2-day response, with 545 genes changing and many biological processes implicated, appeared to be the most dramatic within this time course. At day 2 specifically, processes suggesting blood cell loss, such as negative regulation of mononuclear cell proliferation (p-value = 10^−5^) and platelet activation/degranulation (p-value = 10^−6^) were implicated within both up and down regulated genes. However, at 30 days there were even more responding genes (603 genes, Fig 4), but the biological functions involved at this time were limited to a subset of those at earlier times (Table 3). This suggests that renewal of cells and recovery of normal biological processes and cell numbers may have occurred by 30 days after WTLI. However the immune system remains in a heightened state long after the initial exposure, as suggested by gene expression changes in biological categories related to immune responses (p-values 10^−31^ at 2 days and 10^−4^ at 30 days) and bacterial response (p-values 10^−11^ at 2 days and 10^−2^ at 30 days).

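Among the 10 gene lists, 8 passed at 2 days (6 higher and 2 lower), 8 at 5 days (6 higher and 2 lower) and 6 at 30 days (5 higher and 1 lower), by limma's camera at an adjusted p-value under 0.05. Under fry the numbers were 5, 4 and 3. The lists of the p53 response, platelets and T and NK cells passed at 2 and 5 days and not at 30 days. The list of cell proliferation (17 genes) passed at 30 days alone, with a median log2 fold change of 0.22 (adjusted p = 0.00181 from limma's camera and 0.0458 from fry). Its change from 2 to 30 days had an adjusted p-value of 0.0168 by camera and 0.285 by fry. The interferon response list passed at 2 days with a median of 0.98, and its medians per pair ran from -0.82 to 4.37. Its adjusted p-value from fry was 0.500, and without replicate 1 the list did not pass (median 0.27, adjusted p = 0.155 from limma's camera). The p53 list at 5 days did not pass without replicate 5 (adjusted p = 0.0921 from limma's camera). From the terms that remain at 30 days, the paper proposes that normal processes and cell numbers may have recovered while the immune system stayed in a heightened state.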

The persistent effect of radiation on transcription in blood cells is seen by examining genes that were significantly differentially expressed at all times in the study. 

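The 25 probes of Fig 6 were taken by their probe names from S1 Table, and all 25 were among the probes tested, well above background on all 20 arrays. At each of the 3 time points 22 were higher than before irradiation and 3 were lower, MARCKSL1, FAIM3 and KIAA0040. An unadjusted p-value under 0.005 from limma was found for 15 of the 25 at 2 days, 24 at 5 days and 20 at 30 days, and for 11 at every day. All 25 had a p-value under 0.05 at each day. Over all genes tested limma called 0 of the 25 at each day. Adjusted over the list alone, all 25 had a value under 0.1, which is not independent evidence because the study chose the list on these arrays. In the direction of Fig 6, the median log2 change of the 25 probes was 1.00 ± 0.51 (SD over 5 pairs) at 2 days, 0.80 ± 0.21 at 5 days and 1.01 ± 0.44 at 30 days. The medians at the 3 time points differed by less than the spread between pairs. In 24 of the 25 probes at 2 days, and in all 25 at 5 and at 30 days, every pair measured changed in 1 direction, which the choice of these probes on the same arrays makes likely in advance. The exception is AQP9 at 2 days, higher in 4 pairs and lower in 1. Each probe kept its direction under every alternative scaling, filter and test that could measure it.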

There were 25 such genes, all of which changed in the same direction; either up or down regulated, throughout the study (Fig 6). The up regulated genes contributing to immune response such as *IL1R1* (Interleukin 1 receptor, type 1) (43) and *TLR6* (Toll-like receptor 6) [52, 53], again suggest a persistent alteration of immune response occurring over the course of the 30-day study. This is consistent with previous studies on GI-ARS and H-ARS in NHP where radiation effects were observed on blood cell counts for neutrophils, lymphocytes and platelets, within the first week after TBI [11]; and from PBI/BM5 studies on NHPs in which neutropenia and thrombocytopenia occurred within the first 11 days after irradiation [17]. 

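IL1R1, on chromosome 2 at 102792046 to 102792105, rose by 1.29 on the log2 scale at 2 days (standard error 0.35, n = 5 pairs), by 1.02 at 5 days (standard error 0.18, n = 4 pairs) and by 0.99 at 30 days (standard error 0.20, n = 5 pairs). It was higher in every pair measured. Its adjusted p-values over all probes tested by limma were 0.202, 0.279 and 0.126. TLR6, on chromosome 4 at 38828533 to 38828592, rose by 0.88 at 2 days, 0.84 at 5 days and 1.10 at 30 days, with standard errors of 0.20, 0.20 and 0.29. It was higher in 5 of 5 pairs at each day. At 5 days 1 pair, that of replicate 4, rose by 1.65 and the other pairs by 0.58 to 0.67. The adjusted p-values of TLR6 were 0.172, 0.289 and 0.160 from limma. On the deposited log2 values limma called both genes at 2 and at 30 days. From these genes, the paper proposes a persistent alteration of the immune response over the 30 days of the study.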

Further studies on earlier (1 day after irradiation) and intermediate time points such as 7 and 14 days after irradiation, would help to determine if these gene expression and cellular changes fluctuate at intermediate time points, or maintain a steady induction/inhibition level in the 30-day time period as generally appears from the present data.

**Fig 6:**
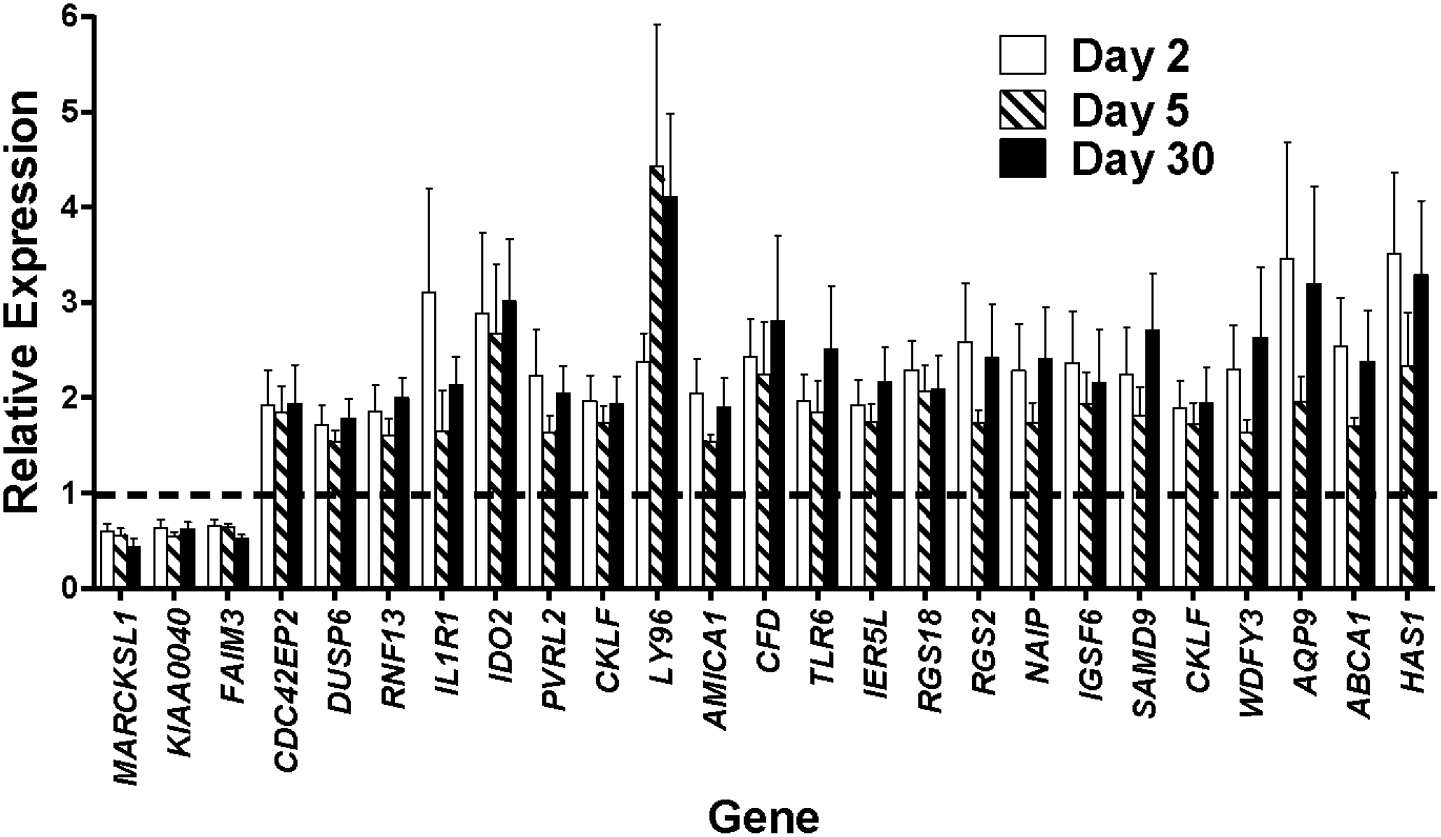
Microarray results of gene expression changes of 25 genes, common across all time points. Gene expression changes of the 25 genes that were differentially expressed at all the time points assayed, the intersection of all groups taken from Fig 4. These genes were selected based on being significantly changed at all times in the study. In each comparison, gene expression signal intensities of these 25 genes at days 2, 5 and 30 were compared with the pre-exposure levels in the matched control to determine fold changes, the bars in the histogram are the mean fold change in five independent biological replicates, error bars are SEM. The dashed line represents the normalized pre-exposure expression level.

We validated changes in levels of mRNA for two up and two down regulated genes as measured by microarrays (Fig 6), using real-time qRT-PCR (Fig 7). 

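LY96, on chromosome 8 at 74941211 to 74941270, rose by 1.17 on the log2 scale at 2 days (standard error 0.18, n = 5 pairs, adjusted p = 0.131 from limma), by 1.85 at 5 days (standard error 0.35) and by 1.84 at 30 days (standard error 0.28). It was higher in 5 of 5 pairs at each day. MARCKSL1, on chromosome 1 at 32799956 to 32800015, fell by 0.81, 0.84 and 1.32 on the log2 scale at 2, 5 and 30 days, with standard errors of 0.18, 0.18 and 0.245. FAIM3, on chromosome 1 at 207078364 to 207078423, fell by 0.69, 0.62 and 0.98, with standard errors of 0.18, 0.14 and 0.18. Both were lower in 5 of 5 pairs at each day. With each replicate left out in turn, the change of LY96 at 30 days stayed between 1.67 and 2.11. That of MARCKSL1 lay between -1.52 and -1.14 and that of FAIM3 between -1.08 and -0.91. Between the days limma called none of these 3 genes. LY96 was higher at 5 than at 2 days in 5 of 5 pairs (a change of 0.68 with a standard error of 0.32) and at 30 than at 2 days in 4 of 5 (0.67 with a standard error of 0.39). MARCKSL1 was lower at 30 than at 2 days in 4 of 5 pairs (a change of -0.51 with a standard error of 0.17).

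**Figure D2:**
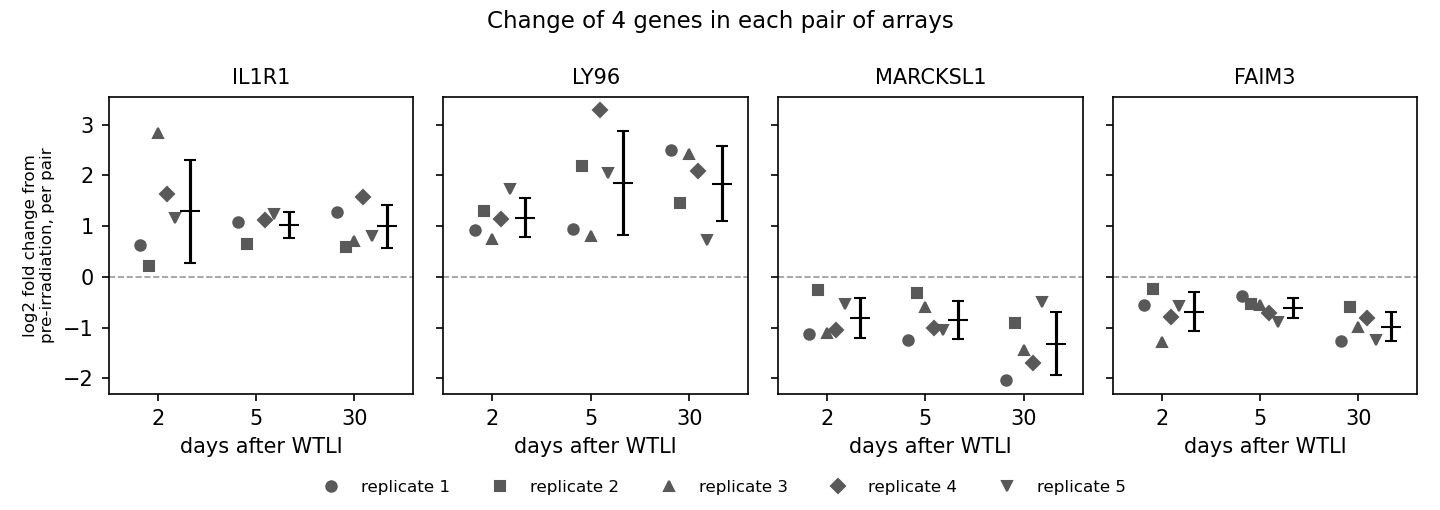
Log2 fold change from pre-irradiation of IL1R1, LY96, MARCKSL1 and FAIM3 in each pair of arrays at 2, 5 and 30 days after WTLI. Symbols are replicates, and the bar beside them is the mean of the pairs with its SD (5 pairs, 4 for IL1R1 at 5 days). Every point of IL1R1 and LY96 lies above 0 and every point of MARCKSL1 and FAIM3 below it.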

The genes we measured were *IL1R* and *LY96* (Lymphocyte antigen 96/Myeloid differentiation factor 2), which were consistently up regulated after irradiation; and *MARCKSL1* (Myristoylated alanine-rich C kinase substrate-like 1) and *FAIM3* (Fc fragment of IgM receptor), which were down regulated after irradiation. We found that measurements using PCR closely correlated with microarray fold changes for most time points and genes measured.

**Fig 7:**
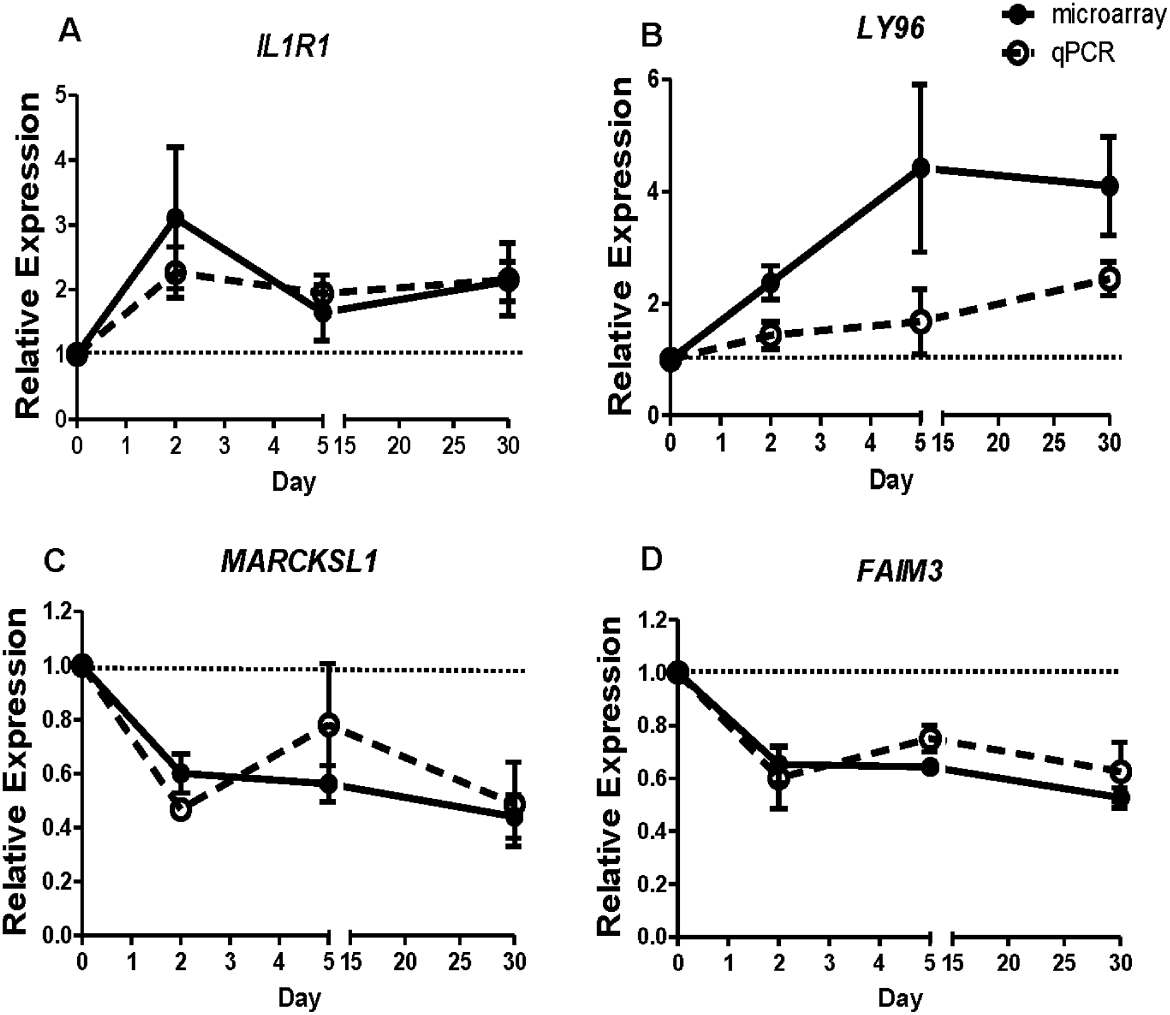
qRT-PCR validation of gene expression changes. Gene expression was measured in blood cell RNA using qRT-PCR to validate the microarray measurements. Two consistently up regulated genes are shown here, *IL1R1* (A) and *LY96* (B); and two downregulated genes, *MARCKSL1* (C) and *FAIM3* (D). Relative expression are mean fold changes at 2, 5 and 30 days in at least three biological replicates. Microarray changes are solid symbols (●) and qRT-PCR fold changes are shown in open symbols (o), representing the mean, error bars are SEM.

Using a network approach, we identified several strong candidate regulators of the transcriptional changes observed over the 30-day time course (Fig 5). Information of networks and signaling pathways based on gene expression changes could facilitate the understanding of the nature of the biological response to radiation and the changes over time. We grouped the potential regulators into three categories based on patterns of response. Group 1 included predicted upstream regulators with consistent activation/inhibition states at all the time points in this study. This group includes transcriptional regulators such as transglutaminase 2 (TGM2), an enzyme that leads to activation of transcription factors NFκB and HIF1β through a transamidation reaction [54], and which is involved in cell fate of blood cells [55, 56]. This is a novel regulator in ionizing radiation response in blood cells. Also in Group 1 were well-known radiation response regulators such as TNF proteins, interleukins (IL1B, IL5 and IL6) and hypoxia response regulator HIF1A [57–59]. IKBKB (which is a negative regulator of NFkB) and p38MAPK; were also predicted to be activated and may have a role in the radiation response in blood cells [60, 61]. CSF2, also called GM-CSF (granulocyte-macrophage colony stimulating factor) was in Group 1, as a predicted persistent activator of genes. CSF2 is well known for its ability to counter myelosuppression [62] and is administered after radiological events to boost and activate the immune response to infection [63]. Our results indicate that endogenous CSF2 activation may occur after partial body irradiation. The microRNA *miR-223*, known to be involved in red blood cell development via LMO2 (LIM-only protein 2, rhombotin-like 2) [45] was predicted to lead to both up and down regulation of specific transcripts in the study. Surprisingly, in our study most potential downstream targets of *miR-223* were up regulated at the mRNA level rather than the expected repression of genes by microRNA mediated silencing. It is possible that current information about the indirect targets of microRNA *miR-223* is incomplete and that an intermediate transcriptional regulator may be responsible for its potential role as a transcriptional activator [64, 65].

We also observed another interesting pattern in the prediction of transcriptional regulators, where the state of the regulator might switch from activated to inhibited, and then back again, over the time course. Most striking were the predicted responses of IFNG (Interferon G) and PGR (progesterone receptor), which changed from activated to inhibited and then activated again at 2, 5 and 30 days after irradiation, respectively (Fig 5B). We also looked for other known regulators involved in oxidative stress after radiation and NRF2 (NFE2L2, Nuclear Factor, erythroid 2 like 2) which is a transcription factor that induces gene expression of protective genes against oxidative stress, and was predicted to be activated at 2 days after irradiation. This is a central player in cellular defense against xenobiotics and oxidative damage [66] and the early activation of this transcription factor may indicate high levels of oxidative damage in the initial response to radiation. Further studies on intermediate time points and complementary cellular/physiological results could clarify the role of these types of regulators and their role in the radiation response in blood.

Taken together, our study is an important first step in our understanding of the long-term cellular and molecular response to partial body irradiation using the NHP WTLI model. The MNi biomarker showed a robust response to high-dose partial body irradiation and has potential for cytogenetic biodosimetry studies to estimate absorbed dose weeks after a radiological incident or accident. Future studies should look to validate this biomarker for long-term retrospective dose estimations. The gene expression response in blood cells up to a month after partial body irradiation revealed a combination of persistent and time-point specific changes indicating that the earliest change (measured in this study) is also the strongest response. The gene expression changes suggested enrichment of processes related to blood cell loss at 2 days after exposure. Following this, at 5 days after irradiation, the immune response was persistent and included specific genes that suggest mechanisms responding to infection and single organism signaling remain affected. At 30 days after irradiation, changes in immune response genes appear to be maintained; however, blood cell counts show that non-immune, neutrophil-mediated responses to tissue injury and possibly bacterial infection predominate, waning as pulmonary injury progresses from pneumonitis to fibrosis. Further studies are required to elucidate how the biological response evolves over time. The long-term effects of radiation at the transcriptomic level corroborate the observed physiological changes in blood cells, and could be useful in identifying potential drug targets for future mitigator studies.

## Supporting information

S1 Table Significantly differentially regulated genes. Gene lists of differentially expressed genes at all time-points in the study.
(XLSX) Click here for additional data file.

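Each sheet of S1 Table gives, for the probes that passed at 1 day, a p-value, an FDR and a fold change from the pre-irradiation level. The table lists 545 probes at 2 days, 107 of them lower, and 273 at 5 days, 86 of them lower. All of these probes are among the deposited log2 values. At 5 days 233 of the 273 have an FDR under 10%, and the largest FDR listed is 10.6%. In the limma comparisons of the arrays, 544 of the 545 probes at 2 days and all 273 at 5 days changed in the direction the table gives. A p-value under 0.005 was found for 353 and 189 of them, and one under 0.05 for 540 and 271. For the 25 probes of Fig 6, the log2 fold changes lay at most 0.045 from those of S1 Table at 2 days and at most 0.033 at 5 days.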

S2 Table IPA regulatory factor analysis. Complete list of IPA generated upstream regulators with z-scores, based on network analysis of gene lists and expression changes at days 2, 5 and 30.
(XLSX) Click here for additional data file.

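S2 Table lists upstream regulators, which Ingenuity Pathway Analysis infers from the genes that changed and from published relations between a regulator and its targets. A z-score is above 0 where the targets moved mostly as an active regulator would move them, and below 0 where they moved mostly the other way. The score rests on the targets, and the expression of the regulator itself does not enter it.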

How the deposited data were processed for this re-analysis (not part of the article)

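The data are 20 one-color Agilent Whole Human Genome microarrays hybridized with globin-depleted whole blood RNA of rhesus macaques that received 10 Gy to the whole thorax. Each of the groups pre-irradiation (sampled 3 days before), day 2, day 5 and day 30 holds 5 arrays. The authors deposited the Feature Extraction output of each array (version 12.0.2.2) and a table of log2 values. The processed signal of Feature Extraction is background subtracted and spatially detrended, and it is not normalized between arrays. The table holds 5885 items, 1 of them a control spot, with 1770 values missing (1.5%). Its values were checked against the array files. At least 99.5% of the values of each array equal the log2 processed signal plus 1 constant per array, within 0.001.

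For the main comparisons, spots that Feature Extraction marked as non-uniform or as population outliers were left out, as were control spots. The log2 processed signal of the spots of 1 probe was averaged, and the 75th percentile of each array was subtracted. Of 34127 probes, 19961 were well above background on at least 5 arrays and were tested wherever at least 4 of the 5 pairs had a value. Each day was compared with pre-irradiation, and the days with each other, in limma 3.58.1 (R 4.3.3). Each comparison used the arrays of its own 2 groups, with the replicate number as a block, and probes were called at a p-value under 0.005 and a Benjamini-Hochberg FDR under 10%. Genes named in the text are the 25 of Fig 6, genes of upstream regulators that the paper names and LMO2, the 10 called probes per day with the largest change in 1 direction in every pair, and called members of the gene lists. This rule was written before the data were examined. The genes named from the comparison of days 2 and 30 were added after their values were seen.

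As gene set tests, 10 lists of genes for platelets, bacterial response, monocytes and macrophages, neutrophils, T and NK cells, B cells, interferon response, erythroid cells, p53 response and cell proliferation were tested on each day with camera from limma, with a correlation between genes of 0.01, and adjusted over the 30 tests. The lists were written after S1 Table had been read. The same lists were tested with fry and with camera at an estimated correlation. Each gene entered these tests with 1 probe, the one with the highest mean signal among its probes measured on every array compared.

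The number of arrays limits the precision of all values, and no count depth applies. Between 50.9% and 67.3% of the spots of an array were well above background. The median ratio of a spot's signal to its local background lay between 1.68 and 2.46. The comparison was tested on simulated data, with 200 of 19941 probes changed by known amounts. It called 157 of them and 14 unchanged probes. Of the changed probes it called 25 of 50 at a log2 change of 1 and 50 of 50 at a log2 change of 3.

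The alternatives tried were quantile normalization, median scaling, normexp background correction with an offset of 50, no filter on dim probes, only probes well above background on all 20 arrays (15339), the deposited log2 values, no replicate block, all 20 arrays in one fit with the replicate block, the slide as a block, an intensity trend in the spread, each replicate left out in turn, a paired test of each probe on its own, that test on the deposited log2 values, and an FDR under 5%. After the data were examined, 3 more were added, which tested only the probes of the deposited log2 values, dropped the FDR limit, and used a random variance test with its prior fitted to S1 Table. Counts, shares and overlaps at a p-value under 0.005 without an FDR limit were added at the same time.

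The probes carry human accessions, and 0 of the 19961 tested are found in the rhesus annotation table, while 11599 of their 13565 gene symbols occur among its gene names. Positions are therefore those that the array annotation gives on the human genome. Sequence differences between human and macaque were not used here. Blood counts, micronucleus scores, qRT-PCR values, PANTHER terms and IPA networks were not analysed here. Tables were read and figures drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.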

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

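Among the tests named here, those of the day 5 array of replicate 3, of the share of lymphocytes and of gene lists between days were chosen only after the result was seen, as were all counts at a p-value under 0.005 without an FDR limit.

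In 84 groups of 5 arrays or pairs, the array or pair farthest from the others was compared with the range of its group. In 4 groups 1 value lay far from the others, where chance alone gives 4.2. On the day 5 array of replicate 3, 67.3% of the spots were well above background, and on the other day 5 arrays 55.9% to 58.5%. This array was tested as the reason why limma called 0 probes at 5 days. Without replicate 3 limma still called 0, with 1852 probes at an unadjusted p-value under 0.05. It also called 0 without any other replicate, and each such fit has fewer pairs, so the count cannot decide this. The smallest adjusted p-value from limma at 5 days was 0.199 without replicate 3, 0.279 with all replicates and 0.342 to 0.493 without another replicate. The median processed signal of this array (34.5) was above that of the other day 5 arrays (27.0 to 34.1), while its 75th percentile (174.8) and the slope of its spike-in controls (0.945) were the lowest of the 20 arrays. No technical or biological explanation was tested for the larger share of spots above background.

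The remaining 3 of these groups concern single results. In the pair of replicate 1 the B cell list fell by 0.99 on the log2 scale at 30 days, and in the other pairs it lay between -0.27 and -0.07. The list passed at 30 days by limma's camera with this pair and did not pass without it (adjusted p = 0.0926, median change -0.10). TLR6 at 5 days rose by 1.65 in the pair of replicate 4 and by 0.58 to 0.67 in the others. KLRB1 at 2 days fell by 0.76 in the pair of replicate 2 and by 1.73 to 1.99 in the others. No technical or biological explanation was tested for these pairs.

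The change from pre-irradiation differed between time points. In the direct comparison of 2 and 30 days limma called 10 probes. By limma's camera, 7 of the 10 gene lists differed between 2 and 5 days, 7 between 2 and 30 days and 6 between 5 and 30 days. Under fry none of these 30 tests passed, with a smallest adjusted p-value of 0.0697. The number of called probes between 2 and 30 days was the largest among the 16 splits that part every pair (1 of 16 as large), and with 16 splits chance cannot be excluded. The array position on the slide is a technical explanation that the design leaves open. Of the 4 positions on a slide, 0 hold arrays of more than 1 group, so position and time point cannot be told apart. The time after irradiation stays open as the biological explanation.

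At 2 days the list of T and NK cells fell by 0.99 on the log2 scale while the platelet list rose by 1.45. The rise of the platelet list is not owed to 1 pair, since it passed without each replicate in turn (largest adjusted p = 4.77e-15 from limma's camera). A smaller share of lymphocytes in the blood would raise the lists of all other cell types alike, and this was tested for platelets, monocytes and macrophages, neutrophils and erythroid cells. The largest difference against its spread was between the monocyte and macrophage list and the erythroid list, which differed by 1.10 on average (SD 0.74, 5 pairs). In 1 of the 5 pairs it went the other way, so a smaller share of lymphocytes as the whole cause stays open. The erythroid list may also depend on the depletion of globin transcripts, which was not tested.

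A signal also appeared in probes outside the deposited log2 values, which S1 Table does not cover. Of 14077 such probes, 133 had a p-value under 0.005 at 2 days, 106 at 5 days and 154 at 30 days, where 70.4 are expected with no change. limma called 5 of them at 2 days. At 5 and 30 days it called 0 of any kind, with 2230 and 3496 of all tested probes at an unadjusted p-value under 0.05. With limma's prior fitted to these probes alone the counts were 178, 135 and 244, and 2, 1 and 1 of the 16 splits that part every pair gave a count as large. Chance cannot be excluded with 16 splits. The time after irradiation and the position on the slide stay open for these probes as for the others.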

How the results depend on the processing

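Counts, shares and overlaps at a p-value under 0.005 without the FDR limit were chosen after the data were examined, and so were testing only the probes of the deposited log2 values and the random variance test fitted to S1 Table. The other alternatives were set before the data were examined. Unless a cause is named, the cause of a change was not tested.

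Called probes numbered 12, 0 and 0 at 2, 5 and 30 days in limma's main comparisons, with 2997, 2230 and 3496 at an unadjusted p-value under 0.05. limma called 0 probes on each day with quantile normalization, with no filter on dim probes, with no replicate block and at an FDR below 0.05. Median scaling gave 10, 0 and 0, and normexp background correction 0, 0 and 952. The probes well above background on all 20 arrays gave 190, 0 and 695, the series matrix values 327, 0 and 334, all 20 arrays in one fit with the replicate block 343, 0 and 121, and an intensity trend 200, 0 and 451. With the slide as a block 1, 0 and 0 probes were called, and that 1 probe was lower, so that the share of lower calls was 100% in place of 16.7%. The paired test of each probe on its own called 0, 1 and 1 probes, and on the series matrix values 0, 2 and 4. Without 1 replicate the count was 0 to 588 at 2 days (588 without replicate 2, 0 without replicate 1, 4 or 5, 3 without replicate 3) and 0 at 5 and at 30 days. Where probes were then called at 2 days, the share of lower calls was 0% without replicate 3 and 26.2% without replicate 2. Only the probes of the series matrix gave 275, 0 and 348. The random variance test fitted to S1 Table gave 545, 233 and 602, as its prior was fitted to those calls. Dropping the FDR limit gave 510, 315 and 626.

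On any day 12 probes were called. The count was 0 with quantile normalization, with no filter on dim probes, with no replicate block and at an FDR below 0.05, 1 with the slide as a block, 2 and 6 in the paired tests of each probe on its own (on the series matrix values in the latter case) and 0 to 588 without 1 replicate, as at 2 days. It was 952 with normexp, 862 for probes well above background on all 20 arrays, 620 on the series matrix values, 446 with all arrays in one fit and 636 with an intensity trend. Among the added alternatives it was 595 on only the probes of the series matrix, 1266 without the FDR limit and 1164 by the fitted random variance test. At every day 0 probes were called in each alternative set before the data were examined, with 586 at an unadjusted p-value under 0.05 in the main comparisons. The count was 18 without the FDR limit and 23 by the fitted random variance test. Calls shared by days 2 and 30 numbered 0 in the main comparisons and 23 for probes well above background on all arrays, 41 on the series matrix values, 18 with all arrays in one fit, 15 with an intensity trend, 28 on only the probes of the series matrix, 54 without the FDR limit and 81 by the fitted random variance test.

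Between 2 and 30 days 10 probes were called. The count was 6 with normexp, 26 for probes well above background on all arrays, 57 on the series matrix values, 164 with all arrays in one fit, 39 on only the probes of the series matrix and 290 without the FDR limit. It was 0 with no filter on dim probes, with the slide as a block, at an FDR below 0.05 and in the paired test of each probe on its own, and 2 in that test on the series matrix values. Without 1 replicate it was 0 to 66 (66 without replicate 2, 0 without replicate 1, 3, 4 or 5). Between 2 and 5 days no alternative with an FDR limit called a probe, and 55 had a p-value under 0.005. Between 5 and 30 days 0 to 2 probes were called without 1 replicate (2 without replicate 5), 0 in each other alternative with an FDR limit, and 136 without it.

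The pairing of the arrays mattered. With no replicate block limma called 0 probes on each day, with 2191, 858 and 2929 at an unadjusted p-value under 0.05, and 4 between 2 and 30 days. At a p-value under 0.005 it found 241, 58 and 243 probes on the 3 days, 507 on any day, 1 at every day and 10 at days 2 and 30. The share of lower probes at 2 days was then 43.2%. Between 2 and 5 days it found 24 such probes and between 5 and 30 days 53.

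At a p-value under 0.005 the main counts were 510, 315 and 626. At 2 days the count was 173 with normexp, 327 on the series matrix values, 320 with the slide as a block, 227 in the paired test of each probe on its own, 83 in that test on the series matrix values and 290 on only the probes of the series matrix. At 5 days it was 103, 72, 88 and 123 on the series matrix values, with the slide as a block, in the paired test on the series matrix values and on only the probes of the series matrix. At 30 days it was 975 with normexp, 334 on the series matrix values, 130 with the slide as a block, 364 and 148 in the paired tests, and 348 on only the probes of the series matrix. The series matrix holds fewer probes, which lowers its counts. Without 1 replicate the counts were 224 to 834 at 2 days (224 without replicate 1, 834 without replicate 2, 324 without replicate 3, 230 without replicate 4), 167 to 284 at 5 days (167 without replicate 1, 191 without replicate 2, 203 without replicate 4) and 370 to 539 at 30 days (386 without replicate 1, 406 without replicate 2, 370 without replicate 4).

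Between 2 and 5 days 55 probes had a p-value under 0.005. The count was 92 with median scaling, 14 with normexp, 94 with all arrays in one fit, 26 and 8 in the paired tests, 25 on only the probes of the series matrix and 16 to 138 without 1 replicate (16 without replicate 1, 138 without replicate 2). Between 2 and 30 days 290 probes did. The count was 189 with normexp, 128 on the series matrix values, 438 with all arrays in one fit, 154 with the slide as a block, 77 in the paired test on the series matrix values, 130 on only the probes of the series matrix and 156 to 585 without 1 replicate (156 without replicate 1, 585 without replicate 3, 158 without replicate 4, 162 without replicate 5). Between 5 and 30 days 136 did. The count was 222 with normexp, 30 on the series matrix values, 299 with all arrays in one fit, 87 with the slide as a block, 36 in the paired test on the series matrix values, 40 on only the probes of the series matrix and 67 to 229 without 1 replicate (67 without replicate 1, 229 without replicate 4, 89 without replicate 5).

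The share of lower probes at a p-value under 0.005 was 25.7%, 20.0% and 63.9% on the 3 days. At 2 days it was 32.4% with quantile normalization, 33.5% with normexp, 15.0% on the series matrix values, 37.5% with the slide as a block, 37.3% in the paired test on the series matrix values, 18.3% on only the probes of the series matrix and 19.6% by the fitted random variance test, and it was reversed to 59.9% in the paired test of each probe on its own. At 5 days it was reversed to 50.5% with median scaling. It was 37.3% with quantile normalization, 27.1% with normexp, 14.9% with no filter on dim probes, 30.6% for probes well above background on all arrays, 32.0% on the series matrix values, 43.0% with all arrays in one fit, 27.4% with an intensity trend, 48.6% and 37.5% in the paired tests and 31.5% by the fitted random variance test. At 30 days it was 50.9% with median scaling, 57.6% with normexp, 58.1% on the series matrix values, 57.2% with all arrays in one fit, 54.6% with the slide as a block, 59.2% with an intensity trend, 74.2% and 79.1% in the paired tests and 57.0% by the fitted random variance test. Without 1 replicate it was 18.2% to 30.4%, 14.1% to 25.5% and 58.6% to 66.8%. In each alternative more than 50% of these probes were lower at 30 days. Normexp moved the median change of all probes to 0.166 at 2 days and 0.107 at 30 days, from -0.038 and -0.023, so its shares are relative to that shift. Median scaling adds 1 constant to all probes of an array and moved the median change from 0.031 to -0.09 at 5 days and from -0.023 to 0.041 at 30 days, and its shares follow from that shift.

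Overlaps at a p-value under 0.005 were 18 probes at every day, 54 at days 2 and 30 and 1266 on any day. At every day the count was 6 with normexp, 35 for probes well above background on all arrays, 36 with all arrays in one fit, 42 with an intensity trend and 2 with the slide as a block and in both paired tests, and 5 to 16 without 1 replicate (5 without replicate 1, 10 without replicate 4). At days 2 and 30 it was 23 with normexp, 109 with all arrays in one fit, 93 with an intensity trend, 21 with the slide as a block, 11 and 6 in the paired tests, 31 on only the probes of the series matrix and 13 to 80 without 1 replicate (13 without replicate 1, 18 without replicate 4, 30 without replicate 5). On any day it was 661 on the series matrix values, 484 with the slide as a block, 806 and 308 in the paired tests, 669 on only the probes of the series matrix and 713 to 1257 without 1 replicate (713 without replicate 1, 730 without replicate 4).

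The correlation of the fold changes of days 2 and 5, 0.711, was 0.438 with normexp, 0.598 with no filter on dim probes, 0.742 for probes well above background on all arrays, 0.747 on the series matrix values in both tests, 0.75 on only the probes of the series matrix and 0.662 to 0.725 without 1 replicate. That of days 2 and 30, 0.586, was 0.500 to 0.652 without 1 replicate, and that of days 5 and 30, 0.598, was 0.496 with no filter on dim probes and 0.435 to 0.635 without 1 replicate. None changed sign.

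Of the gene list tests 22 passed in the main comparisons, 12 under fry, 0 by camera with the correlation estimated, 17 on the series matrix values and 20 to 24 in each other alternative, 21 to 24 without 1 replicate. Over the 30 tests of a list on a day and their alternatives, 439 of 510 values stayed on their side of the threshold, 53 no longer passed and 16 newly passed. The erythroid list at 2 days, with a median of -0.01 that did not pass, was reversed to 0.20 without replicate 3 and to 0.15 without replicate 5, where it passed, and it was -0.215 without replicate 2. Medians of other lists that did not pass also changed sign. They were those of platelets (0.04) and the p53 response (0.06) at 30 days, and of cell proliferation (0.27) and the interferon response (0.23) at 5 days. Their lowest values were -0.139, -0.043, -0.032 and -0.069. The interferon response list at 2 days passed with replicate 1 and did not pass without it (median 0.27, adjusted p = 0.155). At 5 days the p53 list did not pass without replicate 5 (adjusted p = 0.0921), nor the erythroid list without replicate 3 (0.187) or 5 (0.396). At 30 days the interferon list did not pass without replicate 1 (0.223), 2 (0.780) or 5 (0.0692). The lists of platelets and of T and NK cells at 2 days passed in 15 of 15 alternatives that use camera's preset correlation, and under fry.

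The median change of the 25 probes of Fig 6 moved by less than its spread between pairs in each alternative. Without 1 replicate it lay between 0.82 and 1.14 at 2 days, 0.71 and 0.87 at 5 days and 0.90 and 1.14 at 30 days. The lowest median was 0.62 at 2 days with normexp. Single probes named in the text kept their direction in all 1867 values, 1402 of which stayed on their side of the threshold, 243 newly passed and 222 no longer passed. The signal limits what dim probes can show. The median ratio of a spot's signal to its local background was 1.68 to 2.46 per array, and the count of probes called at 30 days was 0 of 19961 with the filter at 5 arrays and 695 of the 15339 probes well above background on all 20.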

Differences from the paper's values

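The alternatives without an FDR limit and the random variance test fitted to S1 Table were chosen after the data were examined. The values compared are counts and shares of called probes, and the limma comparisons call them at the paper's thresholds. The FDR here is taken over 19961 tested probes. All probes that S1 Table lists at 2 and 5 days are among the 5884 deposited ones, so its FDR limit may cover fewer probes. At the same thresholds limma called 327, 0 and 334 probes at 2, 5 and 30 days on the deposited log2 values. It called 275, 0 and 348 on only those probes, a setting chosen after the data were examined. The counts at 2 and 30 days thus depend on the probes tested, and that at 5 days stayed at 0.

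The paper's number of differentially expressed genes is 545 at 2 days, and limma called 12. Of the alternatives set before the data were examined, leaving out replicate 2 gave a number within 1.5 times the paper's (588), and the others did not. The paper's number at 5 days is 273, and limma called 0 (2230 probes at an unadjusted p-value under 0.05). No alternative set before the data were examined came within 1.5 times of it. The paper's number at 30 days is 603, and limma called 0 (3496 probes at an unadjusted p-value under 0.05). The probes well above background on all 20 arrays (695) and an intensity trend (451) came within 1.5 times of it, and the others did not. Among the settings chosen after the values were seen, dropping the FDR limit gave 510, 315 and 626 probes, and the random variance test fitted to S1 Table gave 545, 233 and 602. Both come within 1.5 times of the paper's numbers on all 3 days.

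The paper's number of genes affected on any day is 1187, and 12 probes were called here. The number was within 1.5 times with normexp background correction (952) and for probes well above background on all 20 arrays (862), and in no other alternative set before the data were examined. It was 1266 without the FDR limit and 1164 by the fitted random variance test, both chosen after the values were seen. The paper's number of genes at every day is 25, and limma called 0 probes at every day (586 at an unadjusted p-value under 0.05). The paper's number at days 2 and 30 is 81, and limma called 0 probes at both (1009 at an unadjusted p-value under 0.05). No alternative set before the data were examined came within 1.5 times of 25 or of 81. Those chosen after the values were seen gave 18 and 54 without the FDR limit, and 23 and 81 by the fitted random variance test.

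The paper gives 32% of the genes at 5 days as down-regulated, and 20.0% of the probes with a p-value under 0.005 at 5 days were lower here, a measure chosen after the values were seen. The share was within 1.5 times the paper's with quantile normalization, normexp background correction, probes well above background on all 20 arrays, the series matrix values, all 20 arrays in one fit, an intensity trend, without replicate 3, and the paired test on the series matrix values. It was not with median scaling, no filter on dim probes, no replicate block, the slide as a block, without replicate 1, 2, 4 or 5, or in the paired test of each probe on its own. The random variance test fitted to S1 Table, chosen after the values were seen, gave 31.5%.

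The paper states that the share of down-regulated genes increased from day to day. Here the share at a p-value under 0.005 was 25.7% at 2 days and 20.0% at 5 days, a difference that is not larger than the spread over replicates left out, and 63.9% at 30 days. Whether the share rose from 2 to 5 days depended on the processing. It rose on each later day on the series matrix values (15.0%, 32.0% and 58.1%), with all 20 arrays in one fit (30.4%, 43.0% and 57.2%), with quantile normalization (32.4%, 37.3% and 67.0%), with median scaling (27.1%, 50.5% and 50.9%), for probes well above background on all 20 arrays (26.4%, 30.6% and 64.4%), with an intensity trend, without replicate 3, in the paired test on the series matrix values and by the fitted random variance test. After a loess of each array on GC content it was 32.1%, 42.7% and 54.0%, and 27.8%, 20.5% and 55.0% where the level of each array was kept, the latter chosen after the values were seen. From 2 to 5 days it fell with normexp background correction, no filter on dim probes, no replicate block, the slide as a block, without replicate 1, 2, 4 or 5, in the paired test of each probe on its own and on only the probes of the series matrix. The paper states that the response to molecules of bacterial origin was not significant at 5 days. The list of bacterial response genes passed at 5 days here, with a median log2 fold change of 0.64 (adjusted p = 4.62e-08 from limma's camera and 0.0428 from fry, 0.176 with the correlation estimated). It is not the same set of genes. The paper tested whether a term is enriched among called genes, and camera tests the changes of all genes in the list. The 2 results therefore need not conflict. The paper states that blood coagulation was significant at 2 days and not at other time points. The platelet list, which is not the same set of genes, also passed at 5 days here with a median of 0.44 (adjusted p = 1.67e-07 from limma's camera and 0.0458 from fry).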

Other observations

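The tests of the prior behind S1 Table, of the scaling of the arrays, of GC content with the level of each array kept, of pooled RNA and of the mRNA of regulators, the counts at a p-value under 0.005 without an FDR limit, and the limits that define probes with 2 signal levels were chosen only after the result was seen. The other tests here were written down before their values were known.

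For the counts of each day, other splits of the same arrays were compared that part every pair, of which there are 16. At a p-value under 0.005 the real split gave the largest count at 2, 5 and 30 days (1 of 16 as large each, the real split itself). Counted in the same way, 10 of 16 were as large between 2 and 5 days, 2 of 16 between 2 and 30 days and 3 of 16 between 5 and 30 days. For called probes at 2 days 1 of 16 was as large. With 16 splits the share cannot fall under 0.05, so chance cannot be excluded for any of them. Without the replicate block, 100 splits of the 10 arrays were compared, the real one included. At a p-value under 0.005, 11, 46 and 9 of 100 were as large at 2, 5 and 30 days, so chance cannot be excluded without the pairing either. Between days 74, 12 and 50 of 100 were as large. For the 4 probes that were called between 2 and 30 days without the block, 3 of 100 were.

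At 30 days more probes were lower than higher at a p-value under 0.005 (63.9% lower). The change at 30 days went with the GC content of the probes, with a correlation across probes of -0.322, negative in 5 of 5 pairs. The median GC content was 53.3% for the lower probes, 38.3% for the higher ones and 45% for all. GC content was tested as the cause with a loess of each array on GC content. After it 54.0% of 459 probes were lower, and 50.9% to 56.5% with 1 replicate left out, but the loess also moves the level of each array, which shifts the share. With the level of each array kept 55.0% of 458 probes were lower, and 48.2% to 63.8% with 1 replicate left out. GC content thus stays open as a cause of the excess. Dim probes were tested by a filter. Among probes well above background on all 20 arrays 64.4% were lower, which argues against dim probes as the whole cause at the main scaling. The scaling of the arrays stays open. With median scaling 284 probes were higher and 294 lower (50.9% lower), and 43.4% to 58.2% were lower with 1 replicate left out, but this scaling adds 1 constant to all probes of an array. It moved the median change of all probes from -0.023 to 0.041, and the balance follows from that shift, so it decides nothing about the cause. With quantile normalization 67.0% were lower, and 62.2% to 66.7% with 1 replicate left out. No value shows which scaling is right. The array position on the slide could not be tested, since 0 positions hold arrays of more than 1 group, and it cannot be told apart from the time point. The time after irradiation stays open as well. The lower probes at 30 days also differed in kind. Of them 61.3% target a RefSeq mRNA, against 79.5% of all tested probes.

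The p-values of S1 Table are smaller than a paired test of each probe on its own gives on the deposited log2 values, where 83, 88 and 148 probes had a p-value under 0.005. A paired random variance test, in which the spread of each probe is combined with a prior shared by all probes, was fitted with 2 numbers per day. It gave back 1419 p-values within 0.01 on the log10 scale, all 545, 273 and 601 that were used. The day 30 sheet as used here holds 602 of the 603 genes that the paper counts. The fitted prior SD was 0.394, 0.392 and 0.437. A prior estimated from the deposited probes by maximum likelihood has an SD of 0.598, 0.545 and 0.656, and the fitted values lie outside its bootstrap range (0.587 to 0.608 at 2 days), which argues against a prior estimated from these probes. Of 3 broader sets of probes tried after the values were seen, those well above background on all 20 arrays came closest, with 0.389, 0.381 and 0.441. The prior may therefore have been estimated on a set of probes that vary less than those tested.

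In simulated probes that vary as the deposited ones do and do not change, the prior of S1 Table put 1.29% at a p-value under 0.005 at 2 days, 1.16% at 5 days and 1.27% at 30 days, where 0.5% is nominal. A prior estimated from the same probes put 0.508%, 0.489% and 0.518% there. Among 5884 unchanged probes the prior of S1 Table would thus list 75.8, 68.1 and 74.4, and it lists 545, 273 and 602. With its own prior the same test on the deposited values gave 322, 113 and 335 probes at a p-value under 0.005. A prior on the spread below that of the probes tested is a candidate explanation for part of the difference between S1 Table and the limma calls. The set of probes tested also matters at 2 and 30 days. On only the deposited probes limma called 275, 0 and 348 at 2, 5 and 30 days, in place of 12, 0 and 0.

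Some probes show only 2 levels of signal over the 20 arrays, as a sequence difference between animals under a probe could give. In 29 such probes, found without the replicate numbers, the pre-irradiation array and the later array of the same number had the same level in at least 90% of the probes in 8 of 15 pairs. In the other 7 pairs the share was 51.7% to 89.7%, and in pairs of different number its median was 51.7% and its highest value 89.7%. The pre-irradiation array of replicate 5 reached 89.7% with the arrays of replicate 4 at 5 and at 30 days. With 22 and 14 probes, at wider gaps between the levels, 9 of 15 pairs were alike. A second set of 60 probes shares none with the first. In it the 8 pairs were alike in 81.0% of the probes on average and the 7 pairs in 58.1% (permutation test over all 6435 groupings, p = 0.00047). The test takes the 15 pairs as independent, but each pre-irradiation array is in 3 of them, so its p-value may be too small. Such a difference is the result that arrays of 1 number from more than 1 animal would give, and such arrays may therefore be among the pairs. The paper states that 1 sample was pooled from 2 animals. Pooled RNA in 1 array would leave at most 1 array out of place. At the limit of 90%, 6 arrays were alike with no array of the same number, which argues against pooled RNA as the whole cause. The day 30 array of replicate 2 is among the 6 and misses the limit narrowly, at 89.7% with each other array of replicate 2. The labels do not name the animals. The correlation of deviations from the group mean was above 0.1 in 5 of 5 same-numbered pairs of pre-irradiation with day 2 and with day 5, and in 3 of 5 with day 30. No biological explanation was tested.

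The paper infers regulators from their targets. Of 27 regulators that it names and that were looked up, 15 had a tested probe of that symbol. IL1B rose by 0.86 on the log2 scale at 2 days and CEBPA by 0.78, each in 5 of 5 pairs, and these 2 had a p-value under 0.005 there. At 5 and 30 days 0 of the 15 did by limma, with 3 and 5 at an unadjusted p-value under 0.05. Over all genes tested limma called 0 of the 15 on each day (4, 3 and 5 at an unadjusted p-value under 0.05), and adjusted over the list alone 4, 2 and 5 were under 0.1. LMO2, which the paper names beside miR-223 and not as a regulator, rose by 0.82 at 2 days in 5 of 5 pairs and was not called. At an unadjusted p-value under 0.05, PDGFB and SREBF1 were also higher at 2 days. At 5 days PDGFB and CEBPA were higher and NR3C1 lower, and at 30 days TNF, HIF1A, CEBPA and DUSP1 were higher and TGFB1 lower. SREBF1 and NR3C1 have 2 probes each, and the other probe of SREBF1 at 2 days and of NR3C1 at 5 days changed the opposite way. DUSP1, which the paper gives as persistently inhibited, rose by 0.79 at 2 days in 4 of 5 pairs and by 1.00 at 30 days in 5 of 5. At 5 days DUSP1 changed by 0.13, higher in 4 of 5 pairs. Its unadjusted p-value from limma was 0.0738 at 2 days and 0.448 at 5 days. The mRNA of a regulator need not follow its inferred activity.

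The interferon response list at 2 days had a median change of 4.37 in the pair of replicate 1 and 2.25 in that of replicate 2, and of -0.74, -0.82 and 0.17 in replicates 3, 4 and 5. No explanation for this difference between pairs was tested. The list did not pass at 5 days (median 0.23, adjusted p = 0.284 from limma's camera) and passed at 30 days (median 0.34, adjusted p = 0.0264). The erythroid list passed at 5 days (median 0.28, adjusted p = 0.0201) and not at 30 days (median -0.48, adjusted p = 0.0651). The p53 list had a median of 0.38 at 2 days and 0.26 at 5 days. The list of cell proliferation did not pass at 2 days (adjusted p = 0.211) or at 5 days (adjusted p = 0.0856).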
